# Evolutionary engineering of *E. coli* MG1655 for tolerance against isoprenol

**DOI:** 10.1186/s13068-020-01825-6

**Published:** 2020-11-09

**Authors:** Heiko Babel, Jens O. Krömer

**Keywords:** Adaptive laboratory evolution, *E. coli*, Isoprenol, Butanol, Tolerance, Terpenes

## Abstract

**Background:**

Isoprenol is the basis for industrial flavor and vitamin synthesis and also a promising biofuel. Biotechnological production of isoprenol with *E. coli* is currently limited by the high toxicity of the final product. Adaptive laboratory evolution (ALE) is a promising method to address complex biological problems such as toxicity.

**Results:**

Here we applied this method successfully to evolve *E. coli* towards higher tolerance against isoprenol, increasing growth at the half-maximal inhibitory concentration by 47%. Whole-genome re-sequencing of strains isolated from three replicate evolutions at seven time-points identified four major target genes for isoprenol tolerance: *fabF, marC, yghB,* and *rob*. We could show that knock-out of *marC* and expression of mutated Rob H(48) → *frameshift* increased tolerance against isoprenol and butanol. RNA-sequencing showed that the deletion identified upstream of *yghB* correlated with a strong overexpression of the gene. The knock-out of *yghB* demonstrated that it was essential for isoprenol tolerance. The mutated Rob protein and *yghB* deletion also lead to increased vanillin tolerance.

**Conclusion:**

Through ALE, novel targets for strain optimization in isoprenol production and also the production of other fuels, such as butanol, could be obtained. Their effectiveness could be shown through re-engineering. This paves the way for further optimization of *E. coli* for biofuel production.

## Background

3-Methyl-3-buten-1-ol, or isoprenol, is a hemiterpene belonging to the class of naturally occurring terpenoid compounds [1]. It is the basis for the chemical synthesis of flavor compounds, such as menthol, citral, vitamin A, E, and several carotenoids [2]. It has also been discussed for several other applications such as biofuel [3], as an anti-knocking additive in gasoline [4], and as a lead nutraceutical for longevity [5].

The biotechnological production of terpenoid compounds in microorganisms relies on the natural precursor isopentenyl diphosphate (IPP) from which isoprenol can be obtained by simple dephosphorylation. So far, strain engineering has focused on increasing the intracellular concentration of IPP. In *Escherichia coli* this has been achieved by introducing an additional metabolic pathway that produces IPP, the DXP pathway, resulting in a product titer of 61 mg/L [6]. However, the intermediate IPP has been identified as a major obstacle in those processes due to its high toxicity [7]. Using a specially designed pathway that by-passes the intermediate IPP, a product titer of 3.7 g/L was achieved. Applying the resulting strain in a fed-batch two-phase system, the highest published titer of 10.8 g/L isoprenol could be obtained [8]. Present research projects try to develop integrated processes where isopentenol (a mixture of prenol and isoprenol) is obtained from hydrolyzed polysaccharides originating from biomass [9].

Product toxicity towards microorganisms is a key issue that most economically viable bioprocesses have to face. This is also true for the biotechnological production of terpenoids and biofuels [10, 11]. Kang et al. found that indeed also isoprenol production was limited by product toxicity. A way to alleviate this toxicity is process engineering, for instance through the introduction of in situ product extraction into an organic phase. Isoprenol toxicity could be alleviated by using such a two-phase system [8], an approach that also works for other isoprenoids [12]. But two-phase systems rely on the partitioning coefficient of the target molecule between the aqueous and the organic phase. This means that the hydrophobic parts of the cell (e.g., the membrane) will most likely still be saturated with the target product and potentially the extractant, affecting structure and function. Improving the inherent resistance of the microorganism towards the target product through metabolic engineering is hence complementary to introducing in situ extraction.

Improving tolerance through metabolic engineering is possible through overexpression of export pumps [13, 14], but the prediction of engineering targets not related to transport is difficult. An approach to overcome this problem is to use the power of evolution to come up with solutions to alleviate toxicity, this can best be done by using adaptive laboratory evolution (ALE) [10, 11, 15].

In this study, we used ALE to adapt *E. coli* MG 1655 against isoprenol. We isolated highly tolerant strains that showed up to a 47% increase in growth at 50 mM isoprenol (4.3 g/L) and could grow in the presence of 80 mM isoprenol (6.8 g/L), a concentration at which the parental strain ceased to grow. With a combination of DNA and RNA-sequencing, we identified 4 target mutations for high tolerance. To confirm the role of the mutations, we re-engineered those into the parental strain and quantified the effects on isoprenol tolerance.

## Results

### Experimental evolution results in increased isoprenol tolerance

To design the adaptive evolution experiment with the appropriate isoprenol stress, we first quantified its toxic effect on *E. coli* K12 MG1655 growth. We experimentally determined the half-maximal inhibitory concentration IC_50_ to be 53 mM (Fig. 1a). The growth rate decreased with increasing isoprenol concentration and there was no growth at the highest tested concentration of 80 mM.

**Fig. 1:**
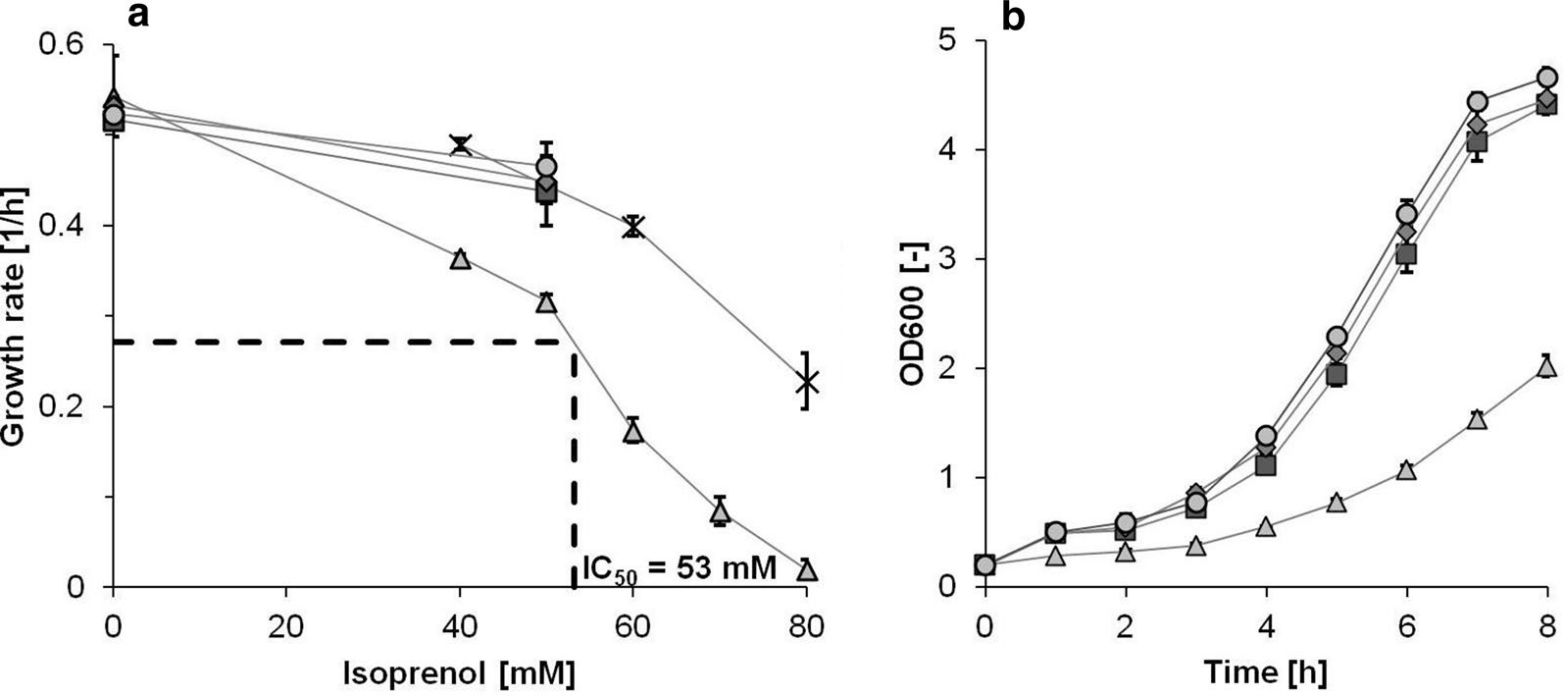
Increased tolerance against isoprenol stress of adapted strains. **a** Growth rates of parental (triangle) and adapted strains: Isolate B 100 Gen (cross), T7A (square), T7B (diamond), T7C (circle) at different isoprenol concentrations. The dashed line shows half-maximal inhibitory concentration IC_50_. **b** Growth curve of parental (triangle) and adapted strains: T7A (square), T7B (diamond), T7C (circle) in the presence of 50 mM isoprenol. Error bars represent the standard deviation of the mean of three biological replicates

We evolved *E. coli* by serial passaging of three independent populations for approximately 200 generations on isoprenol-spiked M9 minimal medium supplemented with 5 g/L glucose. The initial isoprenol concentration was set to 60 mM (5.2 g/L) corresponding to approximately 70% growth reduction in all three replicates. This meant that cells could grow for 24 h without reaching the stationary phase at the chosen seed-densities. During the course of the evolution, samples were taken and conserved with 50% v/v glycerol at − 80 °C. The isoprenol concentration was gradually increased to approximating a constant growth rate and reaching 80 mM after approximately 100 generations (Fig. 1a "Isolate B 100 gen"). At this time-point we already obtained tolerant strains, able to grow at isoprenol concentrations were no growth in the parental strain was observed (Fig. 1a). However, an attempt to further raise the isoprenol concentration to 90 mM after 140 generations resulted in the extinction of the cultures. The evolution was restarted from the prior cryo-stocks and from then onwards 80 mM isoprenol was used. Finally, at seven time-points during the evolution strains were isolated by selecting the five largest colonies on isoprenol-spiked LB-agar plates. The isoprenol amounts depended on the respective concentration in the evolution experiments at the time the samples were taken and were 64, 72, and 80 mM, respectively (Additional file 1: Table S1). Of those five largest colonies the fastest growing strain was determined in a falcon tube experiment with isoprenol (60 mM) (Additional file 1: Table S2) and used for genome re-sequencing.

An exact determination of the fitness benefit was performed for three final isolates of the biological replicates (Fig. 1b). At the half-maximal toxic concentration of 50 mM isoprenol, we observed an increase of up to 47% in growth rate compared to the initial MG1655. The isolated strains did not differ in their growth behavior in medium without isoprenol (Fig. 1a). Contrary to the initial strain, the final isolates could grow on LB-agar plates supplemented with 80 mM isoprenol. In summary, we successfully obtained *E. coli* strains that showed an increased tolerance against isoprenol using ALE.

### Identification of mutations by whole-genome re-sequencing

To identify the genetic basis for the increased tolerance of the adapted strain and to uncover the temporal occurrence of target mutations, genome re-sequencing was applied to the three parallel evolution experiments. There are two important points to be raised before looking at the actual results. On the one hand, the commercial isoprenol used for the evolution had 3% impurities. We found that formaldehyde was present as a major impurity, which most likely caused the mutations in the formaldehyde repressor *frmR*. We tested the final isolates against further purified isoprenol to ensure the observed phenotypes were also stable without formaldehyde. We could not observe differences in their fitness patterns. In addition, the re-sequencing revealed two strains from two parallel evolution cultures at a single time-point (culture A and C at T6) that carry the same set of four mutations. Around this time-point, all three clones isolated from the three replicates showed a great deal of exact mutational convergence, whereas most mutations previously seen in these replicates, besides *yghB*, were no longer detected. This comes after the evolution cultures had to be restarted from cryo-stocks due to extinction (see above). While this could be coincidental, it could also point to cross-contamination from another evolution. In this context, it is important to emphasize that we only sequenced a single clone per time-point and do not know the genetic heterogeneity of the cultures, but colony size on isoprenol-spiked agar plates varied (data not shown). We analyzed this computationally and were able to show that a simple model can produce our observed mutations without the assumption of cross-contamination. Adding the assumption of 5% cross-contamination modestly increases the log likelihood from − 6.1 in the model without contamination to − 2.8 in a model with contamination after T5 (which is the highest likelihood of different contamination scenarios). However, a likelihood ratio test reveals, that the differences are not statistically significant (Chi^2^-test with df = 10, p-value = 0.78). On the basis of the available data, we cannot conclude whether a cross-contamination occurred (see Additional file 1: Additional text and Tables S3–S5).

The parental MG1655, the final isolates, and isolates from the intermittent time-points of the evolution course were sequenced. All mutations identified in the re-sequencing of the isolated *E. coli* strains are listed below (Table 1) with their time-point of occurrence and their respective frequency in the whole sample of sequenced strains. In an analysis of the GO terms linked to the mutated genes, we found that target genes are associated with the membrane and fatty acid or phospholipid biosynthesis. But there were also genes acting as transcriptional regulators (Additional file 1: Table S6).

**Table 1:** Mutations that occurred in the strains isolated from the evolution experiment

Gene	Genomic coordinate	Nucleotide change	Effect of nucleotide change	Frequency (%)	Time	Description
–	257,908	G → A		5	T5	IS1 non-coding
*frmR* (1)	379,625	A → C	V(86) → G	5	T7	Formaldehyde repressor
*frmR* (2)	379,821	− 1:C	Q(21) → frameshift	5	T7	
*gltA*	754,123	C → T	E(116) → K	10	T4	Citrate synthase
*plsX* (1)	1,148,440	− 1:A	Q(274)KS → QRA STOP	10	T3	Fatty acid/phospholipid synthesis protein
*plsX* (2)	1,148,491	G → T	G(291) → C	10	T4	
*fabF* (1)	1,152,159	T → G	F(74) → C	48	T3	Component of 3-oxoacyl-ACP synthase II
*fabF* (2)	1,152,159	C → T	wt	5	T4	
*marC* (1)	1,618,245	A → T	stop → frameshift	10	T4	Inner membrane protein
*marC* (2)	1,618,498	− 7:ATCGCTA	I(135) → stop	10	T2	
*marC* (3)	1,618,805	− 1:T	M(35) → stop	48	T3	
*yffS*	2,564,930	G → T	A → A (silent)	5	T3	CPZ-55 prophage; uncharacterized protein
*yfgO*	2,615,421	G → A	A(154) → V	5	T2	Function unknown, predicted membrane permease
*iscR*	2,661,812	T → A	H(107) → L	10	T5	Iron–sulfur cluster regulator
*srmB*	2,713,364	G → A	D(157) → N	10	T2	SrmB is a DEAD-box protein with RNA helicase activity that facilitates an early step in the assembly of the 50S subunit of the ribosome
*P*_*yghB*_	3,153,480	− 15		33	T4	Required, with *yqjA*, for membrane integrity
*trkH*	4,033,611	G → A	G(156) → D	10	T5	TrkH is a potassium ion transporter
*rraA* (1)	4,119,044	A → T	V(96) → E	10	T4	RraA inhibits ribonuclease E activity by binding to and masking the C-terminal RNA binding domain of RNase E
*rraA* (2)	4,119,138	C → T	G(67) → S	5	T4	
*plsB*	4,255,502	T → C	Q(322) → R	5	T2	Membrane-bound glycerol-3-phosphate acyltransferase catalyzes the first committed step in phospholipid biosynthesis
*Rob* (1)	4,634,494	C → A	G(273) → stop	5	T5	Transcriptional regulator implied in solvent tolerance
*Rob* (2)	4,635,002	+ 1:T	Y(103) → stop	10	T6	
*Rob* (3)	4,635,168	+ 1:G	H(48) → frameshift	19	T6	
*creC*	4,637,267	T → G	L (191) → W	5	T5	Carbon source responsive sensor kinase

Protein functions are taken from ecocyc.org. For genes with alternative mutations, the numbering behind the gene name refers to the mutation name provided in Fig. 2

### Occurrence and persistence of mutations in the evolution experiment

To visualize the evolution of the three cultures and identify persistent mutations, we plotted the mutations in the different cultures in their temporal order in Fig. 2. In the isolates at the first time-point approximately after 32 generations, we could not identify any mutations. In the second isolates, the first mutations occur, but none of those persist. In the isolates after 108 generations the FabF F(74) → C and MarC M(35) → stop mutation appear and in culture B persist until the end of the evolution experiment. At the next time-point T4, a mutation upstream of *yghB* appears that is also present in the final isolates. Finally, the first mutation in the *rob* gene appears at T5, in culture C. After T6 all isolated strains carry the *fabF* mutation, the *marC* mutation, and the *yghB* promoter mutation. Also, all strains isolated at T6 and T7 have one of two mutations of the *rob* gene. In two of three strains isolated at the final time-point, there are also two distinct mutations in the *frmR* gene. All other mutations that occurred in the intermediate isolates were not found in the final isolates, i.e., they did not persist. Interestingly in culture A, we isolated apparently the same genotype at T4 and T5 twice carrying mutations in the genes *gltA*, *plsX*, *marC,* and *rraA*. Of those target genes, *marC* is also found in the final genotype, also distinct *plsX* and *rraA* mutation can be identified in other isolates at other time-points making them additional targets for the tolerance phenotype.

**Fig. 2:**
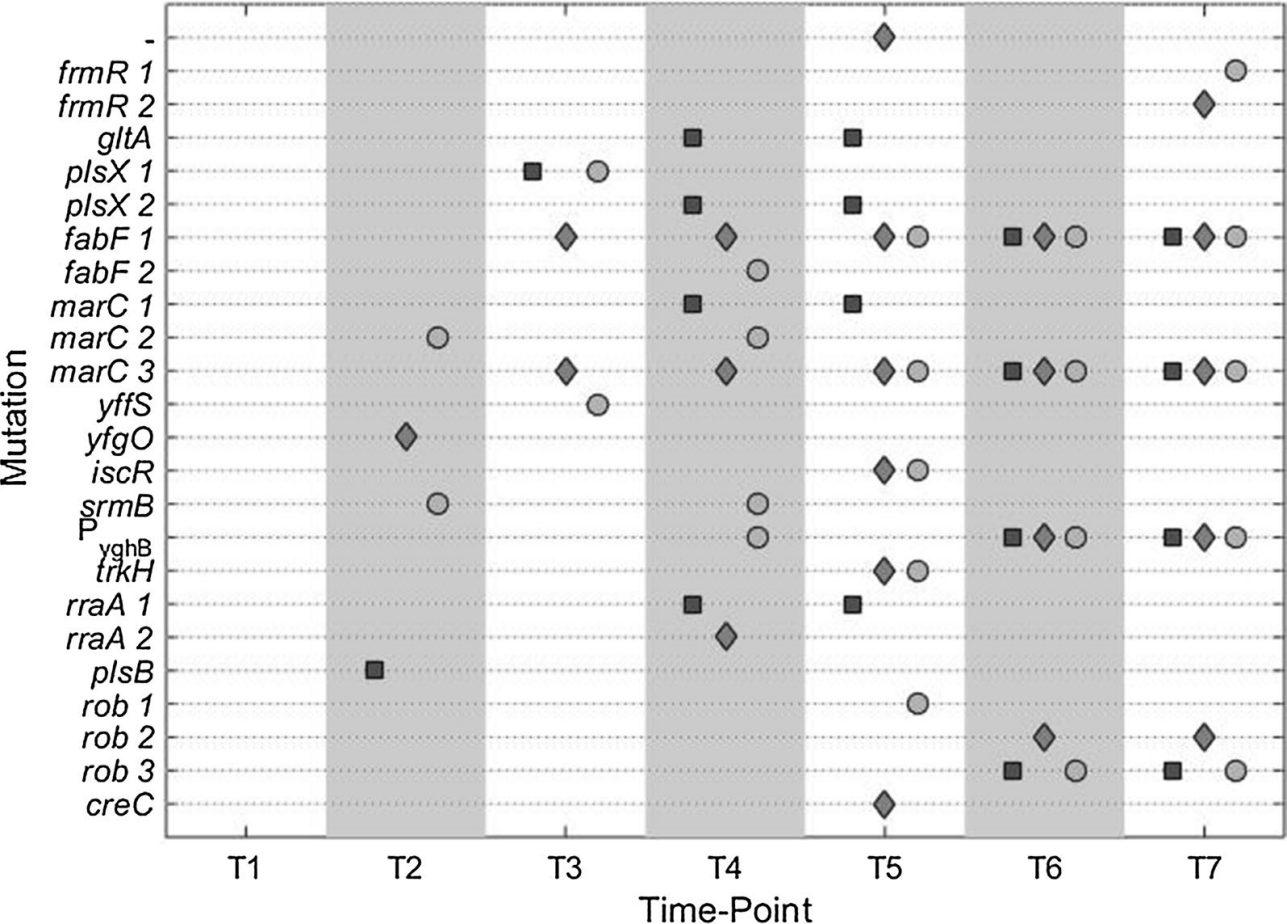
Occurrence of mutations in all isolated strains. Strains were isolated after approximately 32, 62, 108, 126, 149, 177, and 226 generations under isoprenol stress. Culture A (square), Culture B (diamond), Culture C (circle). For detailed information on mutations refer to Table 1

### Transcriptional response of adapted strains

To understand how the genetic adaptations influence the cell's phenotype, we performed an RNA-Seq experiment with the parental strain and strains isolated at T7. 

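The experiment comprised 12 libraries, 3 biological replicates each of the parental strain MG1655 (WT) and of the isolates T7A, T7B and T7C, which came from cultures A, B and C after about 226 generations. Cells were harvested at an OD of 1.0, rRNA was depleted, and single-end reads were sequenced. The authors' deposited tables hold the number of reads counted with htseq-count on each of 3865 transcript rows, without normalization, together with the log2 fold changes and adjusted p-values that the authors obtained with edgeR, DESeq and cuffdiff for each isolate against WT. Overlapping genes were merged into a shared row in 483 cases, and strand-specific counting was not stated, so that antisense genes cannot be separated with certainty. The methods name STAR as the aligner and then refer to TopHat-aligned reads. Coordinates are those of the MG1655 reference chromosome. In total, 13657909 to 16096966 reads were counted per WT library (median 15536222), 11522147 to 20443296 per T7A library (median 12748080), 12912435 to 32243434 per T7B library (median 15826179) and 7439565 to 30823282 per T7C library (median 22763047). The 10 transcripts with most reads took between 17.9% and 27.3% of a library. No pair of libraries had identical counts. For the values below, each isolate was compared with WT on the deposited counts with limma after voom transformation (offset 0.5 reads) and TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method. A transcript was tested when at least 3 of the 6 libraries reached the CPM (reads scaled to a common library total) that corresponds to 10 reads in the median library and when it had at least 15 reads in all. Means and SDs are given as CPM over the 3 libraries of a strain. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1, so single transcripts were judged by the model fitted across all transcripts.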

All strains were put under isoprenol stress (50 mM) and subsequently, mRNA levels were quantified. We were primarily interested in the transcriptome changes that are consistent among all three mutant strains since the final isolates share three exact mutations and one target gene.

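Of 3641 transcripts tested in T7A, 475 differed from WT at an adjusted p under 0.05, 204 of them higher and 271 lower in the isolate. In T7B, 394 of 3638 transcripts differed (179 higher and 215 lower), and in T7C, 1324 of 3651 (616 higher and 708 lower). The 3 lists had 156 transcripts in common that changed in the same direction, of which 40 were higher and 116 lower in the isolates than in WT. The number in common moved most with the threshold, to 426 at an unadjusted p under 0.05 and to 51 at an adjusted p under 0.01. Across transcripts, the log2 fold changes of T7A and T7B had a Pearson r of 0.87 and a Spearman rho of 0.79, those of T7A and T7C 0.74 and 0.61, and those of T7B and T7C 0.70 and 0.47. These are correlations across genes, which are not independent replicates, and the 3 comparisons share the WT libraries. Compared directly, T7B and T7A differed in 4 transcripts, T7C and T7A in 366, and T7C and T7B in 463.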

The top ten up- and down-regulated transcripts compared to the parental strain are listed below (Table 2). 

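By mean log2 fold change over the 3 isolates (limma), the strongest increase common to them was that of *ompF*. Its log2 fold changes were 5.70 in T7A, 6.31 in T7B and 5.27 in T7C with standard errors of 0.19, 0.18 and 0.13 (adjusted p of at most 7.6e-07 in each, limma). By the authors' deposited cuffdiff values the mean of *alaE*, 5.20, was above that of *ompF*, 3.66. This mean of *ompF* includes a deposited value of 0 for T7B, beside 5.70 for T7A and 5.27 for T7C. The reads on *ompF* argue against that 0, with 3953 to 4743 per WT library and 270168 to 761309 per T7B library. For *alaE*, the log2 fold changes were 4.93, 3.86 and 6.37 with standard errors of 0.52, 0.75 and 0.21, and the CPM of *alaE* varied widely among the T7B libraries (196 ± 172, SD, n = 3). Mean log2 fold changes over the 3 isolates were 3.69 for *ilvX*, 2.72 for *ilvG*, *ilvM* and 1.63 for *yahO*, each past the threshold in all 3 isolates. The increase of *yhaH* (mean 1.42) passed it in 2 isolates, that of *glxK* (mean 1.46) in 1, and that of *yodC* (mean 1.00) in none. *ldrA* had at most 29 reads in a T7A library and 62 in a T7B library and was tested in T7C alone, where its log2 fold change was 5.00 with a standard error of 0.50 (adjusted p = 0.00024, limma). Its reads are uncertain because *ldrB*, *ldrC* and *ldrD* are close copies between which counting could have split reads. Among the decreases, mean log2 fold changes were -3.56 for *isrC*, -3.29 for *cspI*, -3.27 for *flu*, -3.14 for *glgS*, -3.02 for *ynfQ* and -2.96 for *citC*, each past the threshold in all 3 isolates. *isrC* (2071317 to 2071511) lies directly ahead of *flu* (2071539 to 2074658) on the chromosome. *menA*, *hslU* and *rraA* had at most 1 read in any T7 library. *sapB* was counted in a row shared with *sapA*, *sapC* and *sapD*, and this row had log2 fold changes of -0.02, 0.15 and -0.21 in T7A, T7B and T7C, none of which passed the threshold. Of the 20 lines of Table 2, 15 passed it in all 3 isolates. When transcripts changed in all 3 isolates were ranked by mean log2 fold change, 12 of these lines were among the 10 highest and the 10 lowest. Restricting the ranking to the upper 75% of transcripts by mean expression moved this number most, to 8. *menA*, *hslU* and *rraA* fall under this limit because they lack reads in the T7 libraries, so their loss from the ranking does not bear on their decrease. *isrC* and *cspI*, also among the 12 lines, fell under this limit too. They were left out by their mean expression and not by a test.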

Similar to the target genes of the mutations, a gene ontology analysis revealed that highly differentially regulated transcripts were associated with the cell membrane and integral membrane components (Additional file 1: Table S7). Mutations in three genes were observed, that could directly affect the regulation of gene expression: FrmR is a transcriptional repressor, the mutation at the upstream of *yghB* could influence its expression and finally, Rob is a global transcriptional regulator. For the *yghB* gene, we found in all samples a strong up-regulation in the isolated strains compared to the parental strain. 

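*yghB* (b3009, chromosome positions 3153563 to 3154222) had a CPM of 236 ± 30.3 (SD, n = 3) in WT, 2913 ± 447 in T7A, 2870.0 ± 194 in T7B and 4501 ± 977 in T7C. The log2 fold change against WT was 3.63 in T7A (standard error 0.18, adjusted p = 2.8e-06, limma), 3.62 in T7B (standard error 0.16, adjusted p = 1.2e-05, limma) and 4.29 in T7C (standard error 0.17, adjusted p = 9.0e-07, limma). With each library left out in turn, these values stayed between 3.50 and 3.72 in T7A, 3.53 and 3.71 in T7B, and 4.10 and 4.40 in T7C. The larger value of T7C was not separable from those of T7A and T7B when the isolates were compared directly (log2 difference 0.64 to each, adjusted p = 0.093 and 0.069, limma). Of the settings tried, the authors' deposited DESeq values moved the mean over the isolates most, to 3.66, and they hold no adjusted p of *yghB* for T7C.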

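FrmR is a repressor of *frmRAB*, whose products detoxify formaldehyde. T7B and T7C each carried a mutation in *frmR*, and T7A carried none (Fig. 2). *frmR* (b0357, 379606 to 379881) had a CPM of 3.82 ± 2.57 (SD, n = 3) in WT, 5.20 ± 2.70 in T7A, 1323 ± 957 in T7B and 1551 ± 786 in T7C. Its log2 fold change was 8.39 in T7B (standard error 0.61, adjusted p = 0.00026, limma) and 8.64 in T7C (standard error 0.66, adjusted p = 6.8e-05, limma). For *frmA* the log2 fold changes were 8.18 in T7B and 7.82 in T7C with standard errors of 0.33 and 0.29, and for *frmB* they were 4.81 and 4.40 with standard errors of 0.14 and 0.18 (adjusted p of at most 6.5e-06 for each, limma). In T7A none of the 3 genes differed from WT, with log2 fold changes of 0.56 for *frmR*, 0.19 for *frmA* and -0.31 for *frmB* and adjusted p-values of 0.47, 0.73 and 0.29 (limma). Tested directly, T7B exceeded T7A by 7.99 in *frmA* and by 5.12 in *frmB* on the log2 scale (adjusted p = 2.6e-05 for both, limma). The authors' deposited DESeq values moved the mean log2 fold change of the 3 genes in T7B and T7C most, to 5.27, and they hold no adjusted p of *frmR* for T7B and T7C or of *frmA* for T7C.

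**Figure D1:**
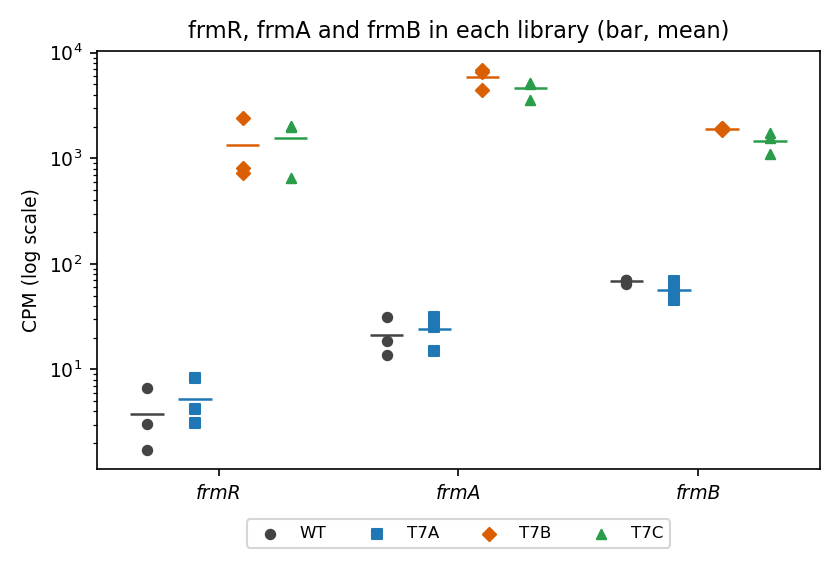
CPM of *frmR*, *frmA* and *frmB* in each of the 12 libraries on a log scale, with a bar at the mean of each strain. The 3 T7B and 3 T7C libraries lie above all WT and T7A libraries for each gene.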

For both strains with a mutation in the *frmR* gene, we observed an up-regulation of the *frmRAB* operon compared to the parental strain (data not shown). Most of the strongly differentially regulated transcripts were not directly linked to genetic mutations found in the isolates. 

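The T7 isolates carried mutations in or ahead of 5 genes (*fabF*, *marC*, *yghB*, *rob* and *frmR*), and of these *yghB* alone was among the 156 transcripts that changed in the same direction in all 3 isolates. The *fabF* transcript, with the same mutation in each isolate, had log2 fold changes of -0.63 in T7A (standard error 0.15, adjusted p = 0.027, limma), -0.24 in T7B and 0.09 in T7C, of which the latter 2 did not pass the threshold. The *rob* transcript was higher in T7A and T7C, with log2 fold changes of 0.81 (standard error 0.17, adjusted p = 0.018, limma) and 1.44 (standard error 0.25, adjusted p = 0.0028, limma). In T7B its log2 fold change was -0.49 (standard error 0.20, adjusted p = 0.15, limma). The deposited row of *rob* has the same coordinates as that of *ytjC*.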

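*hslU* (b3931, 4120416 to 4121747) had between 2164 and 2730 reads per WT library, a CPM of 160 ± 10.9 (SD, n = 3), and 0 reads in each of the 9 T7 libraries. Against a floor of 3 reads, its CPM was at least 748-fold lower than in WT in T7A, 858-fold in T7B and 840.1-fold in T7C. These floors cover counting error only. The 3 transcripts that follow on the chromosome also lacked reads, namely *menA* (4119423 to 4120349), *rraA* (4118845 to 4119330) and *zapB* (4118515 to 4118760). Together the 4 transcripts had 63777 reads in the 3 WT libraries and 7 in the 9 T7 libraries. At the WT rate, at least 158.5 reads would have been counted on any of them in any T7 library. No other transcript had at least 100 reads in every WT library and at most 5 in every T7 library. Beside this stretch on its lower-numbered side, *glpF* (4117245 to 4118090) did not differ from WT, with log2 fold changes of 0.14, -0.18 and 0.31 in T7A, T7B and T7C. On the other side, *hslV* (4121757 to 4122287), which encodes the protease component of HslVU, was higher in each isolate, with log2 fold changes of 1.12, 0.98 and 1.44 and standard errors of 0.19, 0.21 and 0.14 (adjusted p = 0.0063, 0.023 and 0.00021, limma).

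**Figure D2:**
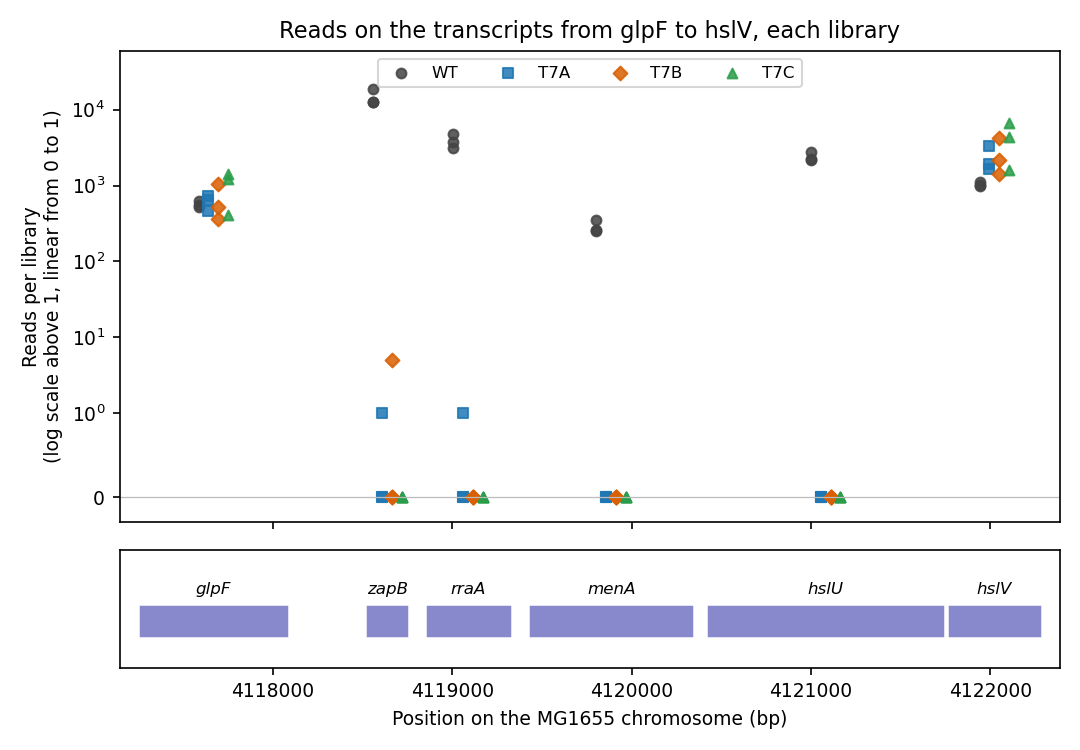
Reads in each of the 12 libraries on the transcripts from *glpF* to *hslV* (upper panel, log scale above 1 read and linear from 0 to 1, placed at the middle of each gene with the strains set side by side), and the genes at their chromosome positions (lower panel). The WT libraries have 250 to 18739 reads on *zapB*, *rraA*, *menA* and *hslU*, and the T7 libraries at most 5.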

For instance, a very strong down-regulation was also observed for *hslU* (Table 2). HslU is part of the protease system responsible for the degradation of the Arc repressor, usually induced by heat-shock.

**Table 2:** Mean transcriptional response of adapted strains T7A-C against Isoprenol stress compared to the parental strain MG1655

Transcript name	Cuffdiff	DESeq	edgeR	Description
*ompF*	3.66	5.52*	5.76*	Outer membrane protein F (Porin)
*alaE*	5.20*	3.60	5.24	Ala-Ala exporter
*yghB*	3.87*	3.66	3.84*	Membrane protein
*ilvX*	2.18	3.07*	3.77*	Unknown
*ilvG, ilvM*	2.41*	2.26*	2.72*	Val and Ile synthesis
*ldrA*	0.00	1.19	4.94*	Peptide toxin
*glxK*	1.93*	1.11	1.62	Glycerate kinase II
*yahO*	1.69*	1.35	1.55*	Tolerance against X and UV radiation
*yhaH*	1.59*	1.30	1.55*	Inner membrane protein
*yodC*	1.68*	0.78	1.40	Fimbrial tip-adhesin
*ynfQ*	− 3.06*	− 1.86	− 3.25*	Small protein cold shock-induced
*citC*	− 2.77	− 2.72	− 2.97*	Citrate lyase synthetase
*glgS*	− 3.20*	− 2.86	− 3.09*	Regulates motility and biofilm
*flu*	− 3.29*	− 3.07	− 3.25*	Small RNA, membrane protein, aggregation
*cspI*	− 3.64*	− 2.60	− 3.51*	Cold-shock protein
*isrC*	− 3.59*	− 3.17*	− 3.49*	Small RNA
*menA*	NaN	− 6.19*	− 11.32*	Membrane protein
*hslU*	NaN	− 8.74	− 14.37*	ATPase component of HslVU protease
*sapB*	− 13.57	− 7.54	− 15.13*	Membrane subunit of putative putrescine exporter
*rraA*	− 13.13	− 9.27*	− 14.45*	Inhibits ribonuclease activity

Log2 fold-changes were determined using cuffdiff, DESeq, and edgeR, values are mean fold-change of strain T7A, T7B, and T7C compared to the parental strain. Asterisks indicate statistically significant differential regulation (*p* < 0.05) for all three adapted strains. Protein functions are taken from ecocyc.org

### Characterization of mutations

Finally, we wanted to analyze the contribution of each highly persistent target mutation to the tolerance phenotype, except for the highly prevalent *fabF* mutation. This has already been discovered and analyzed previously in a mutagenesis study for butanol tolerance [16]. Because of the similarity of isoprenol and butanol in terms of structure and polarity, we did not test the *fabF* mutation under our conditions.

#### yghB

The mutation found upstream of the *yghB* gene deleted a 15-bp portion that overlaps with the − 35 region of the promoter. Interestingly there appears to be a 9-bp DNA motif that lies in the deletion region and is repeated inverted after the − 35 region (see Fig. 3a). Those repeated regions might be the binding site of an unknown transcriptional regulator or might form a secondary structure. In the case of an activator, deletion would reduce *yghB* expression in case of a repressor the opposite would be the case. In fact, the RNA-Seq data showed that *yghB* was 14-fold upregulated (Additional file 1: Figure S1) compared to the parental strain suggesting the deletion of a repressor binding site.

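Averaged over the 3 isolates, the log2 fold change of *yghB* was 3.84, a 14.3-fold higher transcript level than in WT. Centring the log2 fold changes on the median transcript of each comparison left it at 3.83. The T7 libraries held between 35872 and 131914 reads on *yghB* and the WT libraries between 3417 and 3583. From this up-regulation after the deletion ahead of the gene, the paper proposes that the deletion removed the binding site of a repressor.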

**Fig. 3:**
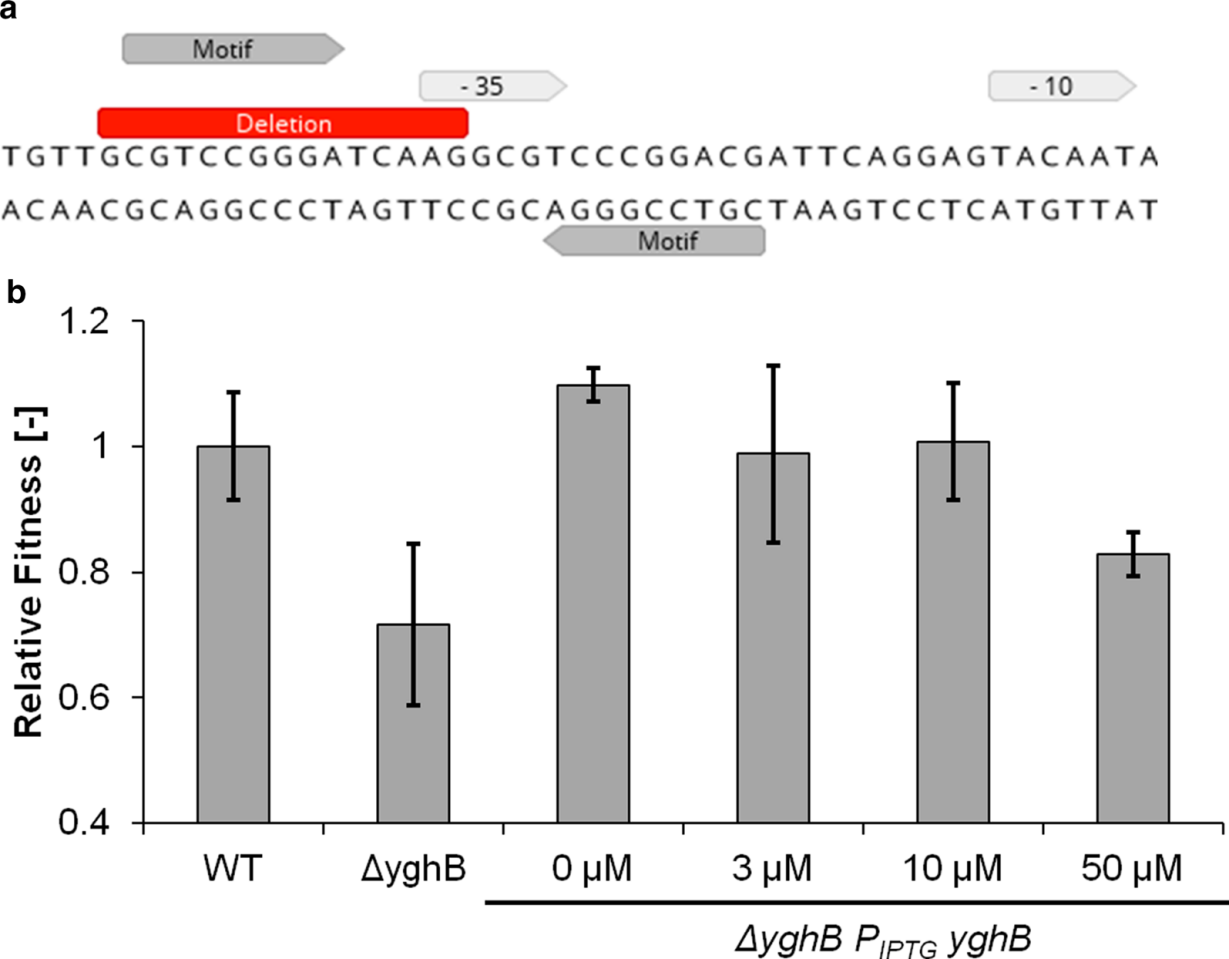
Reconstitution of *yghB* mutation. **a** Deletion upstream of *yghB* and annotation of putative regulator motif. **b** Complementation of *yghB*-knock-out mutation with a plasmid carrying *yghB* under control of an inducible promotor (IPTG) under isoprenol stress (50 mM). Relative fitness is defined as the observed growth rate divided by the growth rate of the initial MG1655 (WT) under identical conditions. Values represent the mean value of three biological replicates. Error bars indicate standard deviation

Knock-out of *yghB* (strain *ΔyghB*) clearly increased the sensitivity against isoprenol (Fig. 3b), while introducing a *yghB* carrying plasmid into the knock-out strain (strain Δ*yghB yghB*) complemented the effect. Due to the leakiness of the promotor on the high-copy number plasmid, induction was not even necessary.

#### rob

The Rob protein is a transcriptional activator that regulates together with SoxRS and MarA a stress response regulon [17]. In the evolution experiment, we identified three variant mutations G(273) → *stop*, Y(103) → *stop* and H(48) → *frameshift* which appeared in two final strains and in total with the highest frequency. The fact that with increasing frequency of the *rob* mutations less of the protein should remain functional led us to hypothesize that the fitness benefit originated from a loss of function. Consequently, we tested the fitness of a *rob* knock-out (strain *Δrob*) with isoprenol stress, but found no increase in fitness (Fig. 4 light gray). The mutated Rob H(48) → *fs* protein might retain some of its N-terminal DNA-binding domain and thereby still have a function as a transcription factor with a different or no sensory response since its C-terminal domain cannot have its original function due to the truncation. Plasmid-based introduction of the mutated RobH(48) → *fs* protein (strain *Δrob robH*) increased the fitness approx. 14%. At a low induction level of 10 µM isopropyl-β-d-thiogalactopyranoside (IPTG) there was still a positive fitness effect; the fitness of the strain became negative at high induction levels of 100 µM IPTG. Since the knock-out of *rob* did not have a fitness benefit and expression of the mutant protein did, it appeared that the mutated version had an altered function in the cell that benefitted isoprenol tolerance. 

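Figure S2 lists 20 transcript rows of the rob regulon. Of these, 8 were lower than in WT at an adjusted p under 0.05 in T7A, 6 in T7B and 13 in T7C, and 0 were higher in any isolate (limma). Adjusted over the 20 rows alone, the numbers were 8, 7 and 14. Those lower in all 3 isolates numbered 4 under either adjustment, namely *inaA*, *acrZ*, *yhbW* and *nfsB*. *inaA* (b2237, 2348822 to 2349472) fell from a CPM of 194 ± 8.71 (SD, n = 3) in WT to 29.1 ± 4.20 in T7A, 28.6 ± 4.54 in T7B and 34.1 ± 7.49 in T7C, with log2 fold changes of -2.74, -2.77 and -2.48 (adjusted p of at most 6.7e-05, limma). *yhbW* (b3160, 3303448 to 3304455) had log2 fold changes of -1.40, -1.39 and -1.14 with standard errors of 0.16 in each isolate. *nfsB* (b0578, 604771 to 605424) had log2 fold changes of -0.69, -0.68 and -1.19 with adjusted p-values of 0.018, 0.039 and 0.00011 (limma). An absolute log2 fold change of at least 1 was reached in all 3 isolates by 3 transcripts, *nfsB* not among them, and the number moved most at an unadjusted p under 0.05, to 7. The median log2 fold change of the 20 rows was -0.46 in T7A, -0.44 in T7B and -0.74 in T7C, with SDs over the 3 libraries of 0.12, 0.11 and 0.18. Among 10000 random lists of 20 transcripts matched on mean expression, 0.04% had a median as low in T7A, 0.02% in T7B and 0% in T7C, which describes the position of the list among transcripts and is not a test across replicates. *acnA*, *aldA*, *fumC* and *mltF* had a log2 fold change above 0 in at least 1 isolate, and none of these values above 0 passed the threshold (limma). By the authors' deposited cuffdiff values, *aldA* was past the threshold in T7B with a log2 fold change of 0.75. In T7C, *acnA* and *fumC* were among the transcripts that were lower, with log2 fold changes of -0.70 and -0.47. *fumC* and *mltF* each share their deposited coordinates with another row.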

The RNA-sequencing analysis showed that indeed only 3 out of 21 genes of the rob-regulon (*acrZ*, *yhbW,* and *inaA*) were significantly down-regulated in all mutant strains (Additional file 1: Figure S2), while other genes of the regulon remained unchanged or even slightly upregulated. AcrZ is a membrane protein associated with an efflux pump [18]. Rob-controlled expression of *inaA* was observed during dipyridyl stress [19] and *yhbW* has been predicted to be a monooxygenase [20] and was shown to be strongly upregulated during ALE experiments on vanillin but without activity against vanillin [21].

**Fig. 4:**
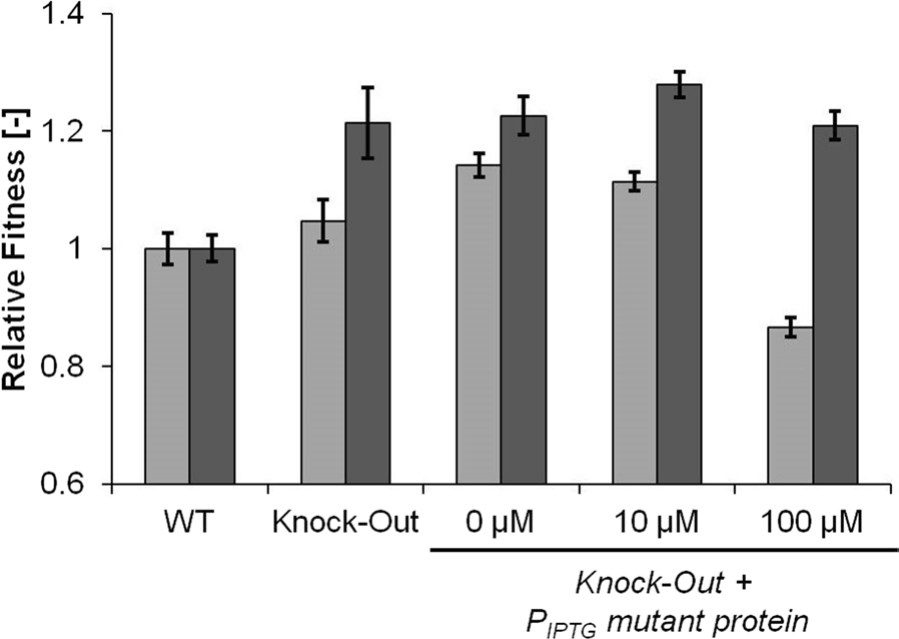
Complementation of Δ*rob* (light grey) and Δ*marC* (dark grey) with IPTG inducible rob mutant H48frameshift or marC mutant M35stop, respectively. Relative fitness is defined as the respective observed growth rate divided by the growth rate of the initial MG1655 (WT) at 50 mM isoprenol. Values represent the mean value of three biological replicates. Error bars indicate standard deviation

#### marC

MarC is a transmembrane protein [22] and a positive effect of gene deletion has been found in isobutanol tolerance [11]. Minty et al. found a disruption of the *marC* locus by a transposon insertion and hypothesized that this insertion would have a positive effect. Indeed a knock-out of *marC* (strain *ΔmarC*) resulted in increased isobutanol tolerance. In our experimental setup knock-out of *marC* also had a positive effect on isoprenol tolerance (Fig. 4). Since the highest frequency mutation of *marC* introduced a stop codon after the 35th methionine residue, we wondered whether the protein fragment had an additional fitness benefit. Expression of the MarC M(35) → *stop* mutant in the *marC* knock-out background (strain *ΔmarC marC35*) did not significantly change the fitness compared to the knock-out (Fig. 4) and appeared to only lead to a loss of MarC function.

### The extent of the tolerance mechanism to additional compounds

In our analysis, we found that some of the target genes were identified in evolution experiments against C-4 alcohols. Therefore, we tested the novel mutations for their fitness benefit against butanol (Fig. 5). Knock-out of *yghB* resulted in a slight fitness decrease. Analogously to isobutanol tolerance a *marC* knock-out also increased tolerance against butanol. In contrast to isoprenol tolerance, knocking out the regulator *rob* already had a strong fitness benefit. Introducing the plasmid expressing the *rob* H(48) mutant only raised fitness slightly. For butanol tolerance, the mutations found in the isoprenol evolution behaved mostly similar, except for *rob* where a knock-out did not improve tolerance against isoprenol.

**Fig. 5:**
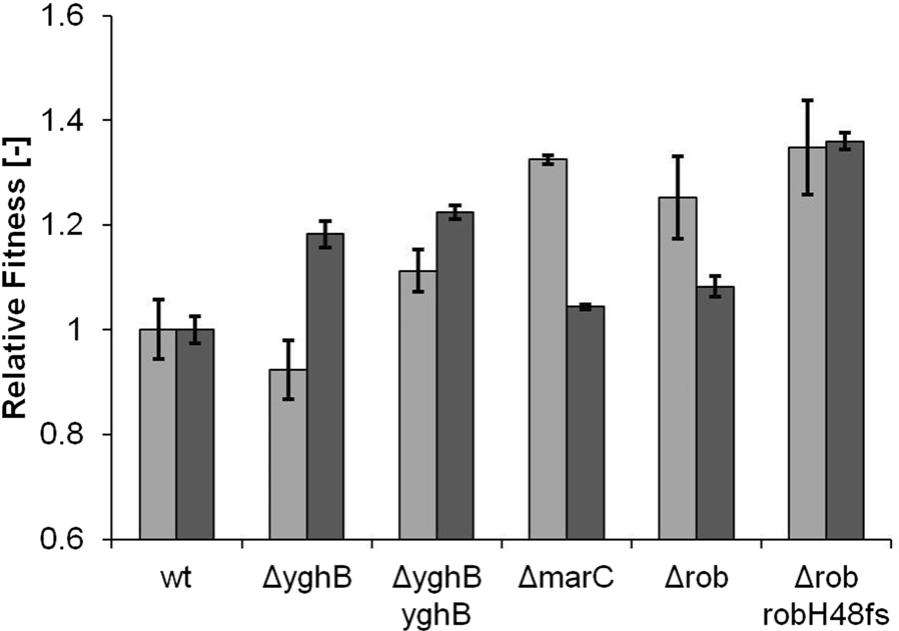
Relative fitness, as described above, against butanol (5 g/L) (light grey) and vanillin (1.5 g/L) (dark grey) of the different reconstructed strains. MG1655 growth rate was 0.25 1/h and 0.24 1/h, respectively. Values represent the mean value of three biological replicates. Error bars indicate standard deviation

Finally, we wanted to test a compound with different physicochemical properties and evaluate if still the same mutations benefit tolerance. In earlier experiments, we observed no improved tolerance (data not shown) of our evolved strains towards geraniol (logP 2.5, solubility in water 0.68 g/L), another terpenoid of commercial relevance. We chose vanillin (logP 1.37, solubility in water 10 g/L) as a compound with a logP value between geraniol and isoprenol to test our target mutations (Fig. 5). We found that the *yghB* gene still played a significant role for tolerance, however, its role was the opposite compared to isoprenol and butanol tolerance since the knock-out had a positive fitness effect. Knock-outs of *marC* and *rob* did not increase fitness strongly. But a strong fitness benefit could be obtained by expression of the mutant *rob* H(48) protein, a similar effect as observed on isoprenol tolerance.

## Discussion

Using an ALE approach, we were able to identify strains that are highly tolerant against isoprenol compared to the parental *E. coli* MG1655 strain. At the IC_50_ the initial MG1655 strain was 50% inhibited, while in the isolated strains exhibited growth at 75% of the unchallenged maximum. At the same time, these strains were capable of growing at 80 mM isoprenol a concentration completely inhibiting the parental MG1655. By re-sequencing multiple strains isolated throughout the evolution, we could identify approximate time-points of the appearance of mutation and calculate their persistence. Performing the same analysis on three biological replicates further increased our ability to judge the importance of certain mutations. The combination of genome re-sequencing with RNA-sequencing made it possible to determine the regulatory effects of mutations that are in the intergenic region.

### Evolution

The temporal order of those key mutations could hint at strong epistatic effects, i.e., that fitness benefits of a late mutation such as P_*yghB*_ are much stronger in a *marC* background. In addition, the temporal order could be the consequence of increasing isoprenol concentration and thereby increased stress during evolution. If this would be the case, late mutations would exhibit a much larger fitness increase under higher isoprenol concentrations. However, it was beyond the scope of this study to test epistatic and stressor concentration-dependent fitness effects systematically. We find that at the half-maximal isoprenol concentration of 50 mM, the mutations tested in this study (P_*yghB*_, Δ*marC,* and Rob H(48) → fs) would have an additive relative fitness that overlaps with the fitness benefit of the final isolates that have the additional *fabF* mutation. This is an indication that at this isoprenol concentration epistatic interactions must be negative, otherwise, at least one mutation would not have persisted in the evolution [23, 24].

We observed no mutations at the first time-point of isolation (32 generations) although our growth data indicated already an improvement of growth on isoprenol (Additional file 1: Table S1). This means that in addition to genetic adaptation, a phenotypic or possibly epigenetic adaptation occurred.

### Contribution of single mutations to tolerance

Two of the target genes in the set of highly persistent mutations have been identified in previous studies. The MarC membrane protein had initially been assumed to play a role in multiple antibiotic resistance [22]. In an adaptive evolution against isobutanol, Minty et al. discovered an insertion element in the *marC* gene and confirmed that a knock-out of *marC* provided increased tolerance against isobutanol. Similarly, Atsumi et al. found the deletion of the complete *mar* operon to provide isobutanol tolerance [25]. We showed in our study that knock-out of *marC* also increases tolerance against isoprenol and expression of the mutated MarC M(35) → *stop* does not have a strong additional fitness effect.

A mutation in the *fabF* gene resulting in an amino acid exchange F(74) → C occurred with a high frequency in our re-sequencing dataset. The identical mutation has previously been identified in a mutagenesis study of *E. coli* for butanol stress [16]. In a subsequent study, the investigators showed that the amino acid change led to a change in fatty acid composition increasing the major unsaturated fatty acid, *cis*-vaccenic acid [26].

Following the *fabF* and the *marC* mutation, the deletion upstream of *yghB* occurred with the second-highest frequency. YghB belongs to the DedA protein family of membrane proteins and is necessary for temperature tolerance [27]. It was speculated that *yghB* and its family members are proton-dependent transporters [28]. The analysis of the deleted sequence and its context revealed that upstream of *yghB* an unknown 9 bp sequence motif is present that is repeated as an inverted repeat. Interestingly, part of the motif overlaps with the -35 region possibly obstructing binding of the sigma-factor; the motif could be recognized by a repressor protein or inhibit transcription by cruciform extrusion [29]. Knock-out of *yghB* decreases isoprenol tolerance showing its relevance for the tolerance mechanism. The knock-out could be complemented with *yghB* on an inducible plasmid. 

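Figure S1 lists 19 transcript rows upstream and downstream of *yghB*. In T7A 5 of them differed from WT at an adjusted p under 0.05, in T7B 2 and in T7C 10, and the numbers were the same when adjusted over the 19 rows alone (limma). In all 3 isolates 2 differed, and both lie directly beside *yghB* at higher chromosome positions. *dkgA*, which follows them, had log2 fold changes between -0.20 and 0.30 and did not differ from WT in any isolate. Strand-specific counting was not stated, so reads that run on from *yghB* cannot be separated with certainty from those of a neighbour on the opposite strand.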

The *yghB* promoter mutation also showed significant effects on downstream genes. 

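*yqhC* (b3010, 3154262 to 3155218) had a CPM of 77.4 ± 4.30 (SD, n = 3) in WT, 195 ± 29.3 in T7A, 201 ± 22.2 in T7B and 192 ± 14.6 in T7C. Its log2 fold changes were 1.32, 1.38 and 1.34 with standard errors of 0.17, 0.15 and 0.11 (adjusted p = 0.0013, 0.0017 and 0.00011, limma). *yqhD* (b3011, 3155355 to 3156518) had log2 fold changes of 0.88, 0.87 and 0.55 with standard errors of 0.15, 0.15 and 0.11 (adjusted p = 0.0066, 0.012 and 0.0069, limma). With an absolute log2 fold change of at least 1 required, *yqhC* was called in all 3 isolates and *yqhD* was not.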

In fact, the RNA-seq data showed that especially *yqhC* and *yqhD* were also significantly upregulated (Additional file 1: Figure S2).

The third most abundant gene target *rob* belongs to the AraC/XylS protein family of transcription factors [30]. It has been implicated in organic solvent tolerance [31, 32] and together with MarA and SoxS it regulates a large regulon [17]. Interestingly, complementary tolerance engineering and functional genomic approaches yielded gene targets such as *soxS* and *marA* [33, 34] that share a regulon with *rob* via the marbox DNA motif [35]. Rob consists of two major domains, an N-terminal DNA-binding domain comprised two HTH motifs and a C-terminal domain that binds to its signal molecules and is able to form protein complexes. The G(273) → *stop* mutation shortened the C-terminal domain, Y(103) → *stop* truncated it completely. These mutations might lead to a signal independent activation of the Rob-regulon [17]. The most prevalent mutation, H(48) → *fs*, however, resulted in an altered protein after the first of the two HTH motifs of the N-terminal DNA-binding domain [30]. Structural data shows that both HTH motifs of Rob bind to DNA [30], the Rob H(48) → *fs* might therefore not be functional. However, we could show that a *rob* deletion mutant did not have a fitness benefit, instead a plasmid-based expression of the mutated version of *rob* lead to a significant fitness increase. *rob* has been shown to trigger the expression of the AcrAB multidrug efflux pump and confer tolerance to multiple substances [36]. However, our RNA-sequencing analysis showed that *acrAB* expression was not significantly changed in the evolved strains and that the multidrug efflux pump accessory protein gene *acrZ* was even down-regulated (Additional file 1: Figure S2). 

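*acrA* (b0463, 484426 to 485619) had log2 fold changes of -0.42 in T7A, -0.22 in T7B and -0.24 in T7C with adjusted p-values of 0.16, 0.41 and 0.19 (limma). *acrB* (b0462, 481254 to 484403) had a CPM of 1025 ± 56.0 (SD, n = 3) in WT and 467 ± 39.0 in T7C, a log2 fold change of -1.11 (standard error 0.11, adjusted p = 0.00024, limma). In T7A and T7B it did not differ from WT, with log2 fold changes of -0.34 and -0.19 and adjusted p-values of 0.16 and 0.56 (limma). Averaged over both genes and the 3 isolates, the log2 fold change was -0.42, and the authors' deposited cuffdiff values moved it most, to -0.32. *acrZ* (b0762, 794773 to 794922) fell from a CPM of 134 ± 12.9 (SD, n = 3) in WT to 46.1 ± 24.0 in T7A, 32.7 ± 13.1 in T7B and 33.1 ± 14.5 in T7C. The log2 fold changes of *acrZ* were -1.66, -2.11 and -2.03 with standard errors of 0.31, 0.31 and 0.27 (adjusted p = 0.011, 0.0063 and 0.00096, limma).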

The *marR* regulator is also part of the *rob* operon (Additional file 1: Figure S2) and was slightly downregulated (FC around − 0.8). This did, however, not lead to a significant change in the expression of *marABC* (data not shown). 

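*marR* (b1530, 1619120 to 1619554) had between 76 and 487 reads per library. Its log2 fold change was -0.87 in T7A (standard error 0.16, adjusted p = 0.010, limma), -0.97 in T7B (standard error 0.17, adjusted p = 0.012, limma) and -0.49 in T7C (standard error 0.21, adjusted p = 0.094, limma), and its mean was -0.78. The value of T7C was not separable from those of T7A and T7B when the isolates were compared directly (adjusted p = 0.41 and 0.28, limma).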

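*marA* had log2 fold changes of -0.86 in T7A, -0.72 in T7B and -1.16 in T7C with standard errors of 0.25, 0.28 and 0.16 (adjusted p = 0.049, 0.15 and 0.0013, limma). For *marB* they were -0.16, 0.05 and -0.31, none of which passed the threshold. *marC* (b1529, 1618243 to 1618908), which carried the same frameshift in each isolate, had log2 fold changes of -0.66, -0.74 and -0.21 with standard errors of 0.19, 0.18 and 0.13 (adjusted p = 0.049, 0.044 and 0.23, limma). None of the 3 genes passed the threshold in all 3 isolates, and at an adjusted p under 0.01 only *marA* in T7C did.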

How exactly this mutant Rob protein binds to DNA and how the altered structure results in an altered function remains unclear and needs to be addressed in future studies.

Both *rraA* and *plsX* are targets of two distinct mutations and occur in conjunction in an intermediate genotype of culture A. *rraA* is an inhibitor of RNase E and globally influences RNA stability [37]. The more prevalent mutation V(96) → E introduced an amino acid change in the highly conserved V(96) residue [38] and possibly had a deleterious effect. Such a mutation would consequently globally increase mRNA levels. Possibly isoprenol also targets the intracellular translation process which could be compensated for by increasing mRNA levels. 

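*rraA* (b3929, 4118845 to 4119330) had between 3145 and 4734 reads per WT library, a CPM of 260.3 ± 26.3 (SD, n = 3). Of the 9 T7 libraries, T7A replicate 1 held 1 read on it and the other 8 held 0. Against the floor of 3 reads, the level of *rraA* was at least 1220-fold lower than in WT in T7A, 1399-fold in T7B and 1370-fold in T7C, a log2 fold change of at most -10.25, -10.45 and -10.42. These bounds are set by the chosen floor together with the depth of the libraries, and the decrease may be stronger. *zapB*, which lies next to *rraA* and is absent from Table 2 under this name, was at least 4681-fold lower in T7A and 5256-fold lower in T7C and had 5 reads in a T7B library.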

Interestingly, *rraA* was the transcript that was downregulated the strongest (up to 2^–14^-fold) in the isolated final mutants compared to the initial strain.

The fatty acid/phospholipid synthesis protein PlsX has also been identified as a target in an evolution study against isobutanol [11]. In our study, two mutations that locate to the c-terminal α-helices were identified [39]. The C-terminal parts of *plsX* are rather conserved and important for dimerization [39], amino acid changes might be deleterious or change the substrate specificity thereby changing the lipid composition in the cell membrane.

### Tolerance against additional compounds

The mutations investigated in this study could also be used to engineer tolerance against butanol stress. Especially, *yghB* overexpression and expression of mutant *rob* lead to significant fitness increase. The fragrance compound vanillin appeared to have different toxic effects on MG1655, here surprisingly deletion of *yghB* increased the growth rate by approximately 20%. A knock-out of *marC* did not increase fitness, however, the mutant *rob* had a strong fitness effect. We found that similar gene targets play a role in tolerance against structurally different compounds such as vanillin although in a qualitatively different manner.

## Conclusions

ALE is a powerful tool to be used alongside strain development, especially for the development of chemical resistance. It has been shown previously that the toxicity of isoprenol is the current limitation for high-yield production [8]. With our experimental evolution approach, we could identify four target mutations that could be implemented in isoprenol producing *E. coli* strains in the future to alleviate the toxic effects of the product. The same mutations also showed effects in *E. coli* during challenges with butanol or vanillin, albeit to a different extent.

## Materials and methods

### Chemicals and reagents

All chemicals used in this study were at least of analytical grade and purchased from Sigma-Aldrich. Aqueous stock solutions were made using ultra-pure water (resistance > 18 MΩ). Isoprenol was also purchased from Sigma with 97% purity. BASF identified formaldehyde as an impurity. To ensure strains were not selected on formaldehyde resistance only, the final isolates were also challenged with isoprenol depleted of formaldehyde (custom chemical provided by BASF SE). No effect on resistance could be observed.

### Strains

The *E. coli* MG1655 (CGSC6300) strain [40] used in the evolution (GenBank: GCA_000005845.2) exhibited a reconstituted *gatC* gene, a functional *glrR* glycerol 3-phosphate repressor [41] and variation in the repeat REP321j. The following strains were used and constructed in this work (Tables 3 and 4):

**Table 3:** Background strains

Strain	Genotype	References
*Escherichia coli* MG1655	K-12 F^–^ λ^–^ *ilvG*^–^ *rfb-50* *rph-1*	[40]
*Escherichia coli* DH5α	F– *endA1 glnV44 thi-1 recA1 relA1 gyrA96 deoR nupG purB20 φ80dlacZΔM15 Δ(lacZYA-argF)U169, hsdR17(rK–mK*+*), λ–*	–
*Escherichia coli* BW25113	rrnB3 DElacZ4787 hsdR514 DE(*araBAD*)567 DE(*rhaBAD*)568 rph-1	[42]
Keio Δ*marC*	BW25113 *marC::kan*^*R*^	[42]
Keio Δ*rob*	BW25113 *rob::kan*^*R*^	[42]
Keio Δy*ghB*	BW25113 *yghB::kan*^*R*^	[42]

**Table 4:** Strains constructed in this work

No.	Strain genotype	Resistance	Alias
557	*E. coli* MG1655 *Ptrc*10 *yghB*	*ampR cmR*	*yghB*
564	*E. coli* MG1655 P*trc*10 empty	*ampR cmR*	Empty vector
952	*E. coli* MG1655 Δ*yghB*781::*kanR*	*kanR*	*ΔyghB*
953	*E. coli* MG1655 Δ*marC*750::*kanR*	*kanR*	*ΔmarC*
954	*E. coli* MG1655 Δ*rob*-721::*kanR*	*kanR*	*Δrob*
960	*E. coli* MG1655 Δ*marC*750::*kanR Ptrc*10 *marC*35 *kanR*	*kanR ampR cmR*	*ΔmarC marC35*
961	*E. coli* MG1655 Δ*rob*-721::*kanR Ptrc10 robH*	*ampR cmR kanR*	*Δrob robH*
1084	*E. coli* MG1655 Δ*yghB*781::*kanR Ptrc*10 *yghB*	*ampR cmR kanR*	*ΔyghB yghB*
1085	*E. coli* MG1655 Δ*yghB*781::*kanR* Ptrc10 empty	*ampR cmR kanR*	*ΔyghB* empty vector
1086	*E. coli* MG1655 Δ*rob*-721::*kanR Ptrc*10 empty	*ampR cmR kanR*	*Δrob* empty vector
1087	*E. coli* MG1655 Δ*marC*750::kanR *Ptrc*10 empty	*ampR cmR kanR*	*ΔmarC* empty vector

Alias is used throughout the manuscript. The reference number refers to the internal strain collection

### Growth/tolerance testing

For plate cultivation, *E. coli* MG1655 was streaked out on M9 medium supplemented with 5 g/L Glucose and grown at 37 °C. When colony formation was observed, 10 mL M9 medium was inoculated with a colony and incubated in a 100 mL baffled flask in a shaking incubator (Multitron or Ecotron, both 25 mm shaking throw at 200 rpm; Infors HT, Bottmingen, Switzerland,). From this culture, an over-night culture of 25 mL medium in a 250 mL baffled flask was inoculated and incubated for 16 h. Inoculation volume was calculated such that the finished culture could be harvested the next morning in the mid-exponential phase. This was used to inoculate 25 mL of medium in 250 mL baffled flasks with Teflon^®^ liner screw cabs to an optical density (OD) of 0.2 and incubated in a shaking incubator as described above. The toxic compound was added to the specified concentration (for isoprenol see below). To characterize the relative fitness of reconstructed strains, growth experiments with butanol (5 g/L) and vanillin (1.5 g/L) were performed separately. OD was measured every hour at 600 nm against water and the growth rate was calculated by a linear fit to log-transformed OD-values. Each experiment was performed in triplicates.

### Evolution

Adaptive evolution was carried out in biological triplicates. 25 mL of M9 medium supplemented with 5 g/l glucose were inoculated with *E. coli* MG1655. Before the cell-culture reached the stationary phase, part of the culture was transferred to fresh medium in a fresh flask with a toxic compound. The mean growth rate of the culture was determined by comparing the initial OD and the culture OD before each passaging. Upon passaging the cell culture, 600 µL was withdrawn and mixed with 600 µL 50% v/v glycerol solution. The samples were stored at – 80 °C.

The initial isoprenol concentration was 60 mM (selected after an initial toxicity screen) and with increasing mean growth rates the isoprenol concentration was increased stepwise to 80 mM isoprenol after approx. 80 generations where it was kept until the end of the experiment.

For easier comparison, the growth rate of evolved or reconstructed strains was divided by the growth rate of the initial MG1655 under the tested conditions and termed ‘relative fitness’.

### Genome re-sequencing

Selected strains were grown overnight in 5 mL lysogeny broth (LB) medium supplemented with 60 mM isoprenol (for mutant strains). Genomic DNA was isolated by LGC Genomics GmbH (Berlin, Germany) using the DNeasy^®^ UltraClean^®^ Microbial Kit (Qiagen, Netherlands). Genomic DNA was fragmented using Covaris (300 bp) (Covaris, MA, USA) and samples were subsequently purified using MinElute columns (Qiagen, Netherlands). Libraries were prepared using Ovation Rapid DR Multiplex System 1–96 (Tecan, Switzerland) and amplified for 13 cycles using MyTaq (Bioline, UK) and standard Illumina primers. Size selection was done on the Pippin Prep system (Sage Science, MA, USA) selecting a range between 300 and 500 bp. Final library purification and quality control of DNA libraries were carried out on BioAnalyzer (Agilent, CA, USA) and Qubit (Thermo Fisher Scientific, MA, USA). Sequencing was done on an Illumina NextSeq 500/550 (Illumina, CA, USA) with 2 × 150 read length following manufacturer’s instructions, achieving about 100× coverage.

Libraries were demultiplexed using Illumina bcl2fastq 2.17.1.14 software [43] followed by clipping of adapters and trimming to achieve a minimum average Phred quality score of 20 over a window of ten bases. Alignment against *E. coli* MG1655 genome was carried out using BWA-MEM version 0.7.12 [44] and variant discovery and genotyping were performed using Freebayes v1.0.2-16 [45].

### RNA-sequencing

The parental MG1655 strain and the three final mutant strains were grown in biological triplicates with 50 mM isoprenol until an OD of 1.0 as described above (25 mL sealed flasks). Then 10 mL of cell-culture was vacuum filtered using a Supor^®^ 800 Grid filter (Pall, NY, USA) with 0.8 µM pore size. The filter containing the cells was put in a 15 mL falcon tube containing 700 µL PGTX solution and immediately frozen in liquid nitrogen. The samples were stored at − 80 °C until further processing.

RNA was extracted using standard methods [46] and RNA quality was determined using Bioanalyzer (Agilent, CA, USA). Ribo-Zero rRNA Removal Kit for Bacteria (Illumina, CA, USA) was used to deplete rRNA. First-strand cDNA synthesis and second-strand synthesis was carried out using NEBNext RNA First Stand and Second Strand Synthesis Module (New England Biolabs, MA, USA). cDNA was then purified and concentrated using MiniElute Columns (Qiagen, Netherlands) and the Encore Rapid DR Multiplex System (Tecan, Switzerland) was used for library preparation. Libraries were amplified for 12 cycles using MyTaq (Bioline, UK) and standard Illumina primers. Size selection was done using a preparative Agarose Gel selecting fragments between 300 and 500 bp and quality control of libraries was performed with Bioanalyzer and Qubit. Finally, sequencing was carried out on Illumina NextSeq500/550 (Illumina, CA, USA) with 1 × 75 bp read length following the manufacturer’s instructions.

The sequencing data were demultiplexed using Illumina bcl2fastq 2.17.1.14 [43], adapters were clipped from the reads, and rRNA was filtered using RiboPicker 0.4.3 [47]. The sequences were aligned using STAR 2.4 and rRNA or tRNA reads were filtered [48]. TopHat-aligned reads were counted using htseq-count [49]. Differential expression was determined using edgeR 3.2.3 [50], DESeq 1.12.0 [51] and cuffdiff 2.1.1 [52]. Raw p-values from the statistical test were adjusted for multiple testing by the Benjamini–Hochberg false discovery rate method [53].

### Expression plasmids and knock-out strains

All plasmids and primer sequences used in this study are provided in the supplementary information (Additional file 1: Tables S8 and S9). Knock-out strains were constructed by amplification of resistance cassette with 25-bp overlap from corresponding Keio strains [42] (Primers 3 + 4, 5 + 6, and 7 + 8). The PCR products carrying a homologous 25-bp sequence and a kanamycin resistance were used to transform *E. coli* MG1655 using standard procedures [42]. For over-expression plasmids, target genes were amplified with a 25-bp homology to the pAH030 overexpression plasmid. The plasmid was linearized using the SpeI restriction site and the PCR-product containing the gene of interest was inserted using Gibson assembly [54]. Recombination was carried out using a standard RED/ET kit [55].

## Supplementary information

**Additional file 1: Table S1.** Mean Growth Rates, Isoprenol Concentration. **Table S2.** Relative Fitness of fast-growing plate colonies.** Figure S1.** Gene expression changes in response to P*yghB* mutation. **Figure S2.** Gene expression changes in the *rob* regulon. **Figure S3.** Clustering of observed genotypes based on Euclidian distance and farthestneighbor (complete linkage clustering).(A) Labeling according to time-point and replicate (B) Labeling with 9 selected mutations. **Table S3.** Genotype labels. **Figure S4.** Proposed model for the evolution of cultures. **Figure S5.** Schematic presentation of implementation of ALE Model. **Figure S6.** Simulation of evolution three adaptive evolution experiments from ALE model. **Figure S7.** Sensitivity analysis of the adapted fitness parameters for the ALE model. **Figure S8.** Sensitivity analysis of the adapted initial proportion parameter Pi for the ALE model. **Table S4.** Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination. **Table S5.** Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination (different contamination proportions). **Table S6.** GO IDs (by protein) of target mutations. **Table S7.** GO IDs (by protein) of top 20 highly differentially expressed genes in adaptedstrains. **Table S8.** Plasmids. **Table S9.** Primers.

## Data Availability

The evolved strains can be obtained for non-commercial research purposes upon the signature of a materials transfer agreement. Genome re-sequencing data (PRJNA665813) and RNA-sequencing data (GSE158959) has been deposited to the Sequence Read Archive (SRA).

## Abbreviations

ALE: Adaptive laboratory evolution
DXP: 1-Deoxy-d-xylulose 5-phosphate
fs: Frameshift
IPP: Isopentenyl diphosphate
LB: Lysogeny broth
logP: Octanol–water partitioning coefficient
M9: Mineral minimal medium
OD: Optical density
PCR: Polymerase chain reaction

# Supplementary material for: Evolutionary engineering of E. coli MG1655 for tolerance against isoprenol
**Source:** Biotechnol Biofuels. 2020 Nov 9;13:183. doi: 10.1186/s13068-020-01825-6
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Mean Growth Rates, Isoprenol Concentration. Table S2. Relative Fitness of fast-growing plate colonies. Figure S1. Gene expression changes in response to PyghB mutation. Figure S2. Gene expression changes in the rob regulon. Figure S3. Clustering of observed genotypes based on Euclidian distance and farthestneighbor (complete linkage clustering).(A) Labeling according to time-point and replicate (B) Labeling with 9 selected mutations. Table S3. Genotype labels. Figure S4. Proposed model for the evolution of cultures. Figure S5. Schematic presentation of implementation of ALE Model. Figure S6. Simulation of evolution three adaptive evolution experiments from ALE model. Figure S7. Sensitivity analysis of the adapted fitness parameters for the ALE model. Figure S8. Sensitivity analysis of the adapted initial proportion parameter Pi for the ALE model. Table S4. Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination. Table S5. Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination (different contamination proportions). Table S6. GO IDs (by protein) of target mutations. Table S7. GO IDs (by protein) of top 20 highly differentially expressed genes in adaptedstrains. Table S8. Plasmids. Table S9. Primers.

## ***Supplementary Information***

### **Evolutionary Engineering of *E. coli* MG1655 for Tolerance Against Isoprenol**

Heiko Babel<sup>1,2</sup> and Jens O Krömer<sup>1§</sup>

<sup>2</sup>current address: Boehringer Ingelheim Pharma GmbH & Co. KG, Biberach/ Riß, Germany

**Content:**

|                                                                                                                                                                                    |    |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| Table S1: Mean Growth Rates, Isoprenol Concentration .....                                                                                                                         | 3  |
| Table S2: Relative Fitness of fast-growing plate colonies. ....                                                                                                                    | 5  |
| Figure S1: Gene expression changes in response to <i>PyghB</i> mutation. ....                                                                                                      | 6  |
| Figure S2: Gene expression changes in the rob regulon. ....                                                                                                                        | 8  |
| Supplementary Text: Simple model describes the ALE-experiment.....                                                                                                                 | 10 |
| Figure S3: Clustering of observed genotypes based on Euclidian distance and farthest neighbor (complete linkage clustering).....                                                   | 10 |
| Table S3: Genotype labels .....                                                                                                                                                    | 12 |
| Figure S4: Proposed model for the evolution of cultures.....                                                                                                                       | 13 |
| Figure S5: Schematic presentation of implementation of ALE Model.....                                                                                                              | 15 |
| Figure S6: Simulation of evolution three adaptive evolution experiments from ALE model. ....                                                                                       | 17 |
| Figure S7: Sensitivity analysis of the adapted fitness parameters for the ALE model .....                                                                                          | 18 |
| Figure S8: Sensitivity analysis of the adapted initial proportion parameter $P_i$ for the ALE model.....                                                                           | 19 |
| Table S4: Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination.....                                     | 20 |
| Table S5: Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination different contamination proportions..... | 21 |
| Table S6: GO IDs (by protein) of target mutations .....                                                                                                                            | 23 |

|                                                                                                       |    |
|-------------------------------------------------------------------------------------------------------|----|
| Table S7: GO IDs (by protein) of top 20 highly differentially expressed genes in adapted strains..... | 25 |
| Table S8: Plasmids .....                                                                              | 27 |
| Table S9: Primers .....                                                                               | 27 |
| Supplementary References.....                                                                         | 28 |
| Response to Reviews (1 <sup>st</sup> revision).....                                                   | 29 |
| Response to Reviews (2 <sup>nd</sup> revision) .....                                                  | 42 |
| Response to Reviews (3 <sup>rd</sup> revision).....                                                   | 52 |

### Table S1: Mean Growth Rates, Isoprenol Concentration

Optical density was determined at the beginning at the end of each passage and growth rate was calculated from these two values and the parallel cultures averaged. This provides a qualitative estimate of growth since cells might have already reached stationary phase. It was considered the lower limit for the true exponential growth rate. 'Restart' indicates the cryo stocks that were used to restart the evolution after extinction by 90 mM isoprenol.

| Sequencing | Date       | Generations | Mean Growth rate [1/h] | Isoprenol [mM] |
|------------|------------|-------------|------------------------|----------------|
|            | 22.03.2018 | 4           | 0.117                  | 60             |
|            | 23.03.2018 | 5           | 0.027                  | 60             |
|            | 27.03.2018 | 13          | 0.142                  | 60             |
|            | 28.03.2018 | 19          | 0.174                  | 60             |
|            | 29.03.2018 | 26          | 0.193                  | 60             |
| T1         | 30.03.2018 | 32          | 0.186                  | 64             |
|            | 02.04.2018 | 39          | 0.068                  | 66             |
|            | 03.04.2018 | 43          | 0.101                  | 66             |
|            | 04.04.2018 | 49          | 0.189                  | 65.83          |

|         |            |     |       |    |
|---------|------------|-----|-------|----|
|         | 05.04.2018 | 56  | 0.187 | 68 |
| T2      | 06.04.2018 | 62  | 0.177 | 72 |
|         | 09.04.2018 | 69  | 0.068 | 74 |
|         | 11.04.2018 | 79  | 0.172 | 76 |
|         | 12.04.2018 | 84  | 0.143 | 80 |
|         | 13.04.2018 | 89  | 0.161 | 80 |
|         | 17.04.2018 | 99  | 0.067 | 80 |
|         | 18.04.2018 | 103 | 0.119 | 80 |
| T3      | 19.04.2018 | 108 | 0.170 | 80 |
|         | 20.04.2018 | 114 | 0.152 | 80 |
|         | 23.04.2018 | 121 | 0.062 | 80 |
|         | 24.04.2018 | 122 | 0.032 | 80 |
| T4      | 25.04.2018 | 126 | 0.130 | 80 |
|         | 26.04.2018 | 132 | 0.162 | 80 |
|         | 27.04.2018 | 137 | 0.173 | 80 |
| Restart | 30.04.2018 | 149 | 0.102 | 80 |
| T5      | 21.05.2018 | 149 | n.d.  | 80 |
|         | 24.05.2018 | 158 | 0.067 | 80 |
|         | 27.05.2018 | 164 | 0.058 | 80 |
|         | 30.05.2018 | 169 | 0.070 | 80 |
|         | 31.05.2018 | 173 | 0.095 | 80 |
| T6      | 01.06.2018 | 177 | 0.140 | 80 |
|         | 02.06.2018 | 183 | 0.157 | 80 |
|         | 03.06.2018 | 188 | 0.154 | 80 |
|         | 04.06.2018 | 193 | 0.132 | 80 |
|         | 05.06.2018 | 198 | 0.145 | 80 |
|         | 06.06.2018 | 203 | 0.178 | 80 |
|         | 07.06.2018 | 207 | 0.113 | 80 |
|         | 15.06.2018 | 220 | 0.033 | 80 |
| T7      | 18.06.2018 | 226 | 0.066 | 80 |

n.d.= not determined

**Table S2: Relative Fitness of fast-growing plate colonies.**

Cells were incubated overnight in liquid culture (falcon tube assay) at 60 mM Isoprenol.

Clones used for sequencing are indicated in bold.

| Generation | 32          | 62          | 108         | 126         | 149         | 177         | 226         |
|------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| A-1        | 1.21        | 1.08        | 0.96        | 1.05        | 1.50        | 1.41        | 1.22        |
| A-2        | 1.17        | 0.98        | 0.99        | 0.94        | <b>1.59</b> | <b>1.60</b> | 1.18        |
| A-3        | 1.14        | 1.15        | 1.06        | 1.13        | 1.51        | 1.28        | <b>1.34</b> |
| A-4        | 1.22        | <b>1.19</b> | <b>1.10</b> | 1.02        | 1.37        | 1.53        | 1.19        |
| A-5        | <b>1.30</b> | 1.05        | 1.09        | <b>1.14</b> | 1.59        | 1.60        | n.d.        |
| B-1        | 1.18        | 1.19        | <b>1.13</b> | 1.15        | 1.35        | 1.41        | 1.22        |
| B-2        | 1.15        | <b>1.28</b> | 1.05        | 1.25        | 1.15        | <b>1.59</b> | <b>1.34</b> |
| B-3        | 1.18        | 1.00        | 0.98        | 1.24        | <b>1.36</b> | 1.43        | 1.22        |
| B-4        | <b>1.32</b> | 1.10        | 1.02        | 1.11        | 1.29        | 1.57        | 1.17        |
| B-5        | 1.26        | 1.05        | 1.00        | <b>1.30</b> | 1.26        | 1.37        | 1.25        |
| C-1        | 1.23        | 1.15        | 1.10        | 1.08        | 1.45        | 1.30        | 1.15        |
| C-2        | 1.16        | 0.96        | 1.11        | 0.98        | <b>1.69</b> | 1.39        | 1.31        |
| C-3        | <b>1.25</b> | 1.04        | 1.13        | 1.07        | 1.54        | <b>1.47</b> | 1.16        |
| C-4        | 1.18        | <b>1.24</b> | <b>1.16</b> | 0.98        | 1.47        | 1.26        | <b>1.33</b> |
| C-5        | 1.16        | 1.08        | 1.08        | <b>1.22</b> | 1.47        | 1.41        | 1.22        |

n.d.= not determined

Figure S1: Gene expression changes in response to *PyghB* mutation.

**A**

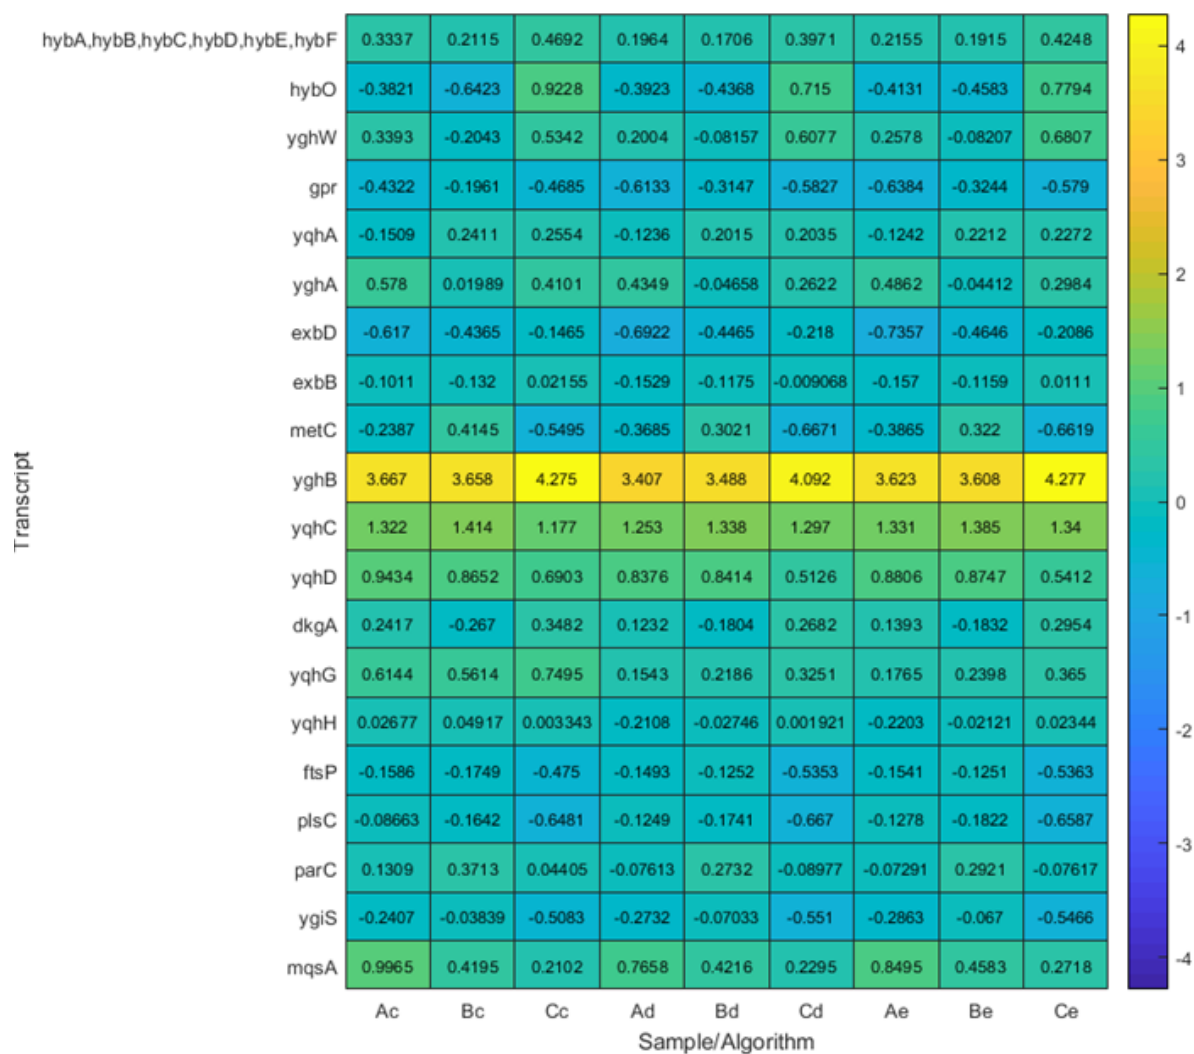

**B**

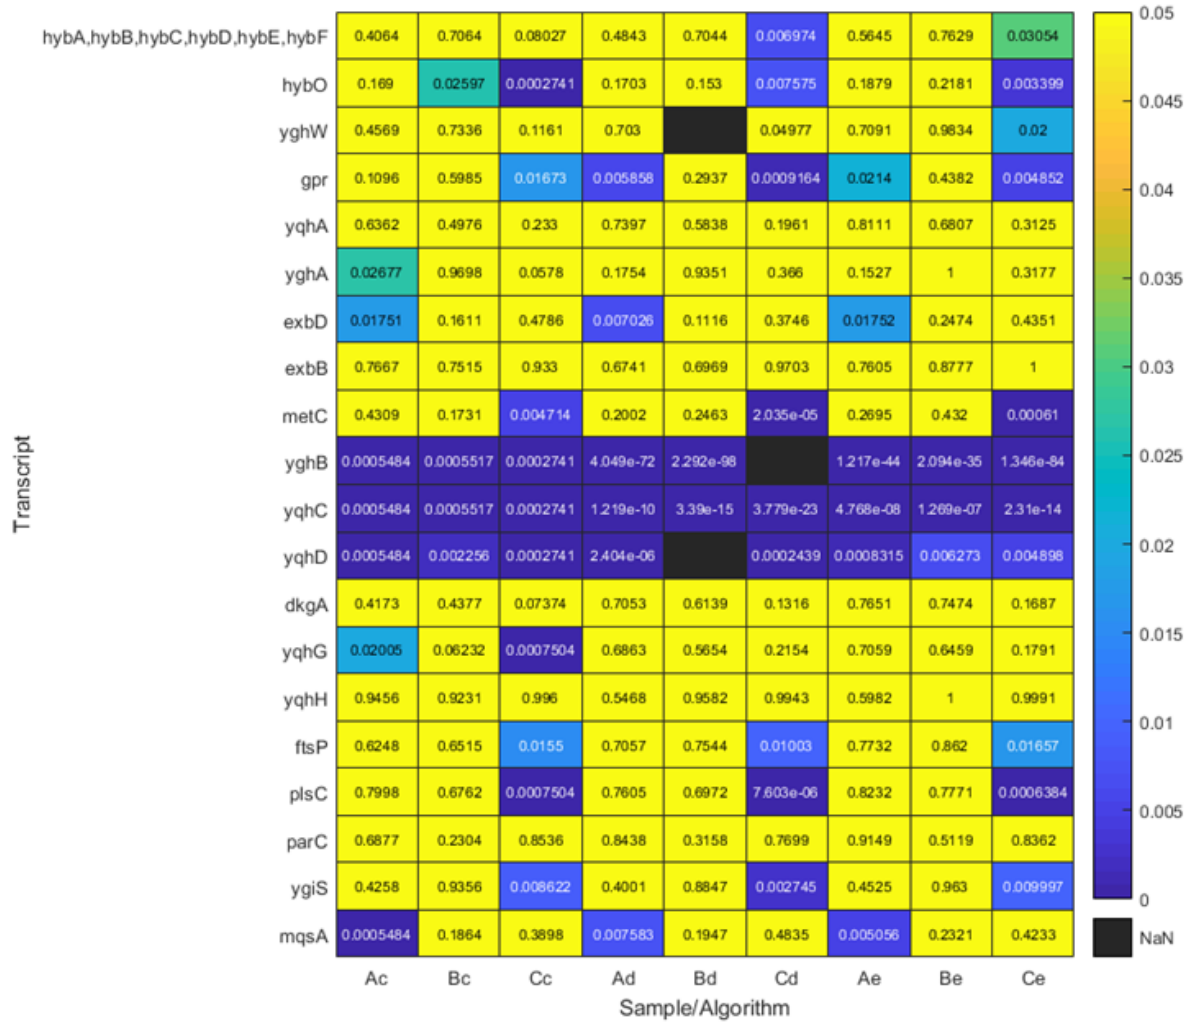

**Fig S1: Changes in gene expression in the downstream and upstream region of the mutation in the promoter region of *yghB*.** (A) Fold change for different DE algorithms (B) Significance tests of fold-change (*p*-values color-coded to scale on the right).

**Figure S2: Gene expression changes in the rob regulon.**

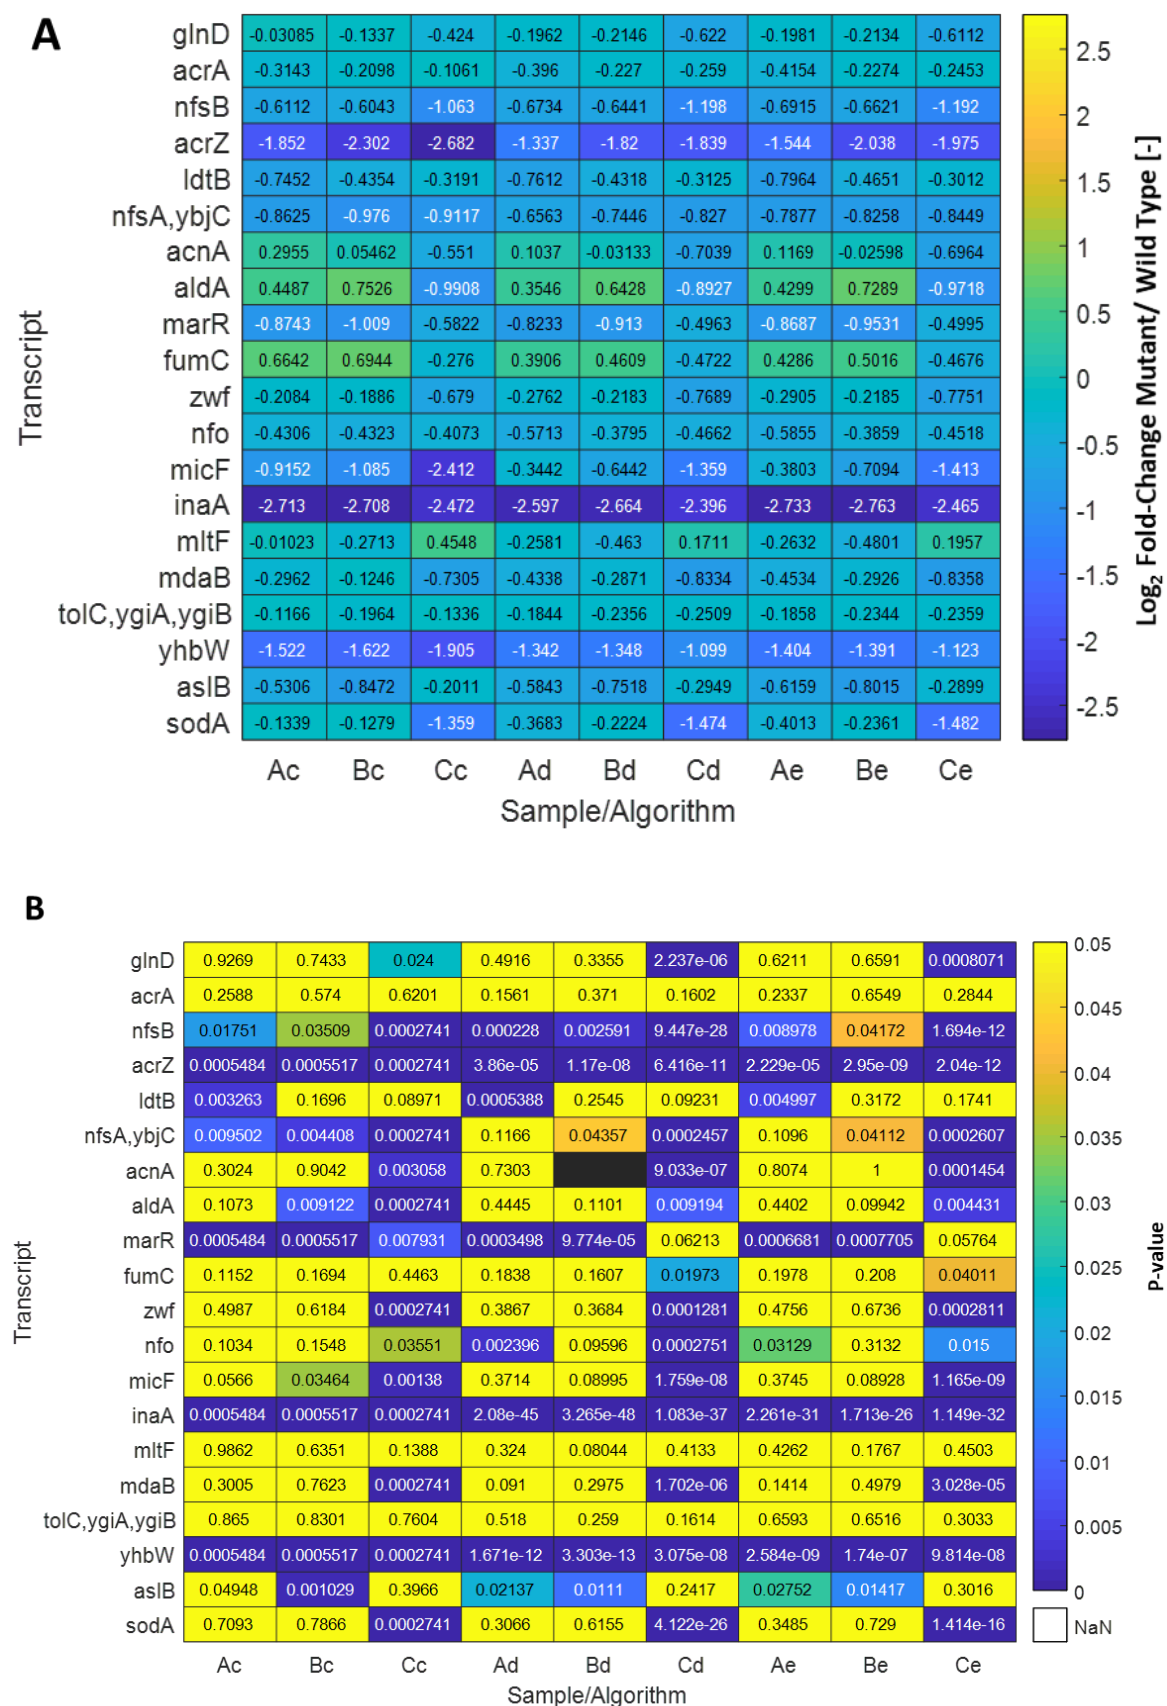

**Fig S2: Changes in gene expression in rob regulon.** (A) *Fold change for different DE algorithms* (B) *Significance tests of fold-change.*

### Supplementary Text: Simple model describes the ALE-experiment

Since we observed very similar genotypes after T5 we wondered if this could be expected of an adaptive laboratory evolution experiment. As a first step, we analyzed the observed genotype landscape by hierarchical clustering. Indeed, the observed genotypes can be clustered into two major clusters, a cluster close to the wild-type and a cluster containing the final genotypes (supplementary figure S3A).

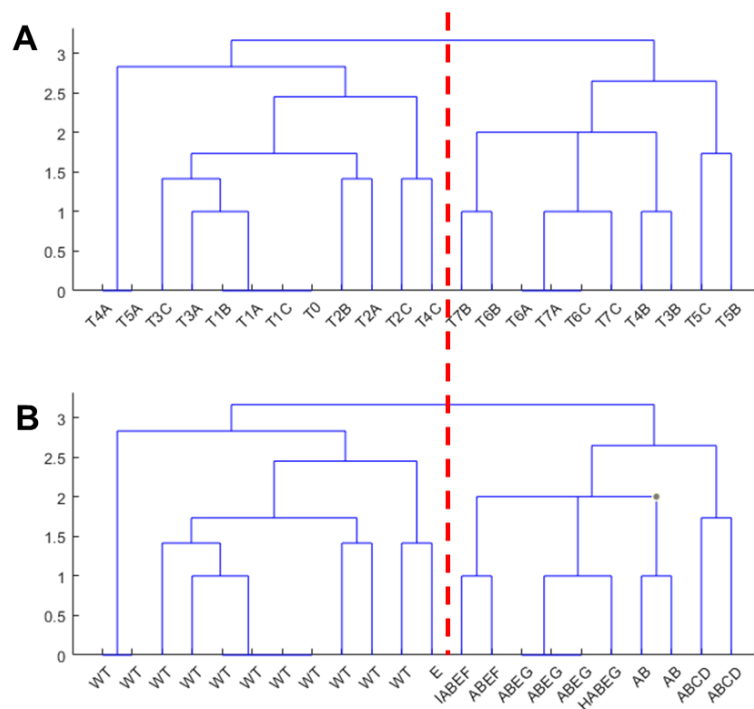

**Figure S3: Clustering of observed genotypes based on Euclidian distance and farthest neighbor (complete linkage clustering).**

(A) Labeling according to time-point and replicate (B) Labeling with 9 selected mutations

To reconstruct the occurrence of the final genotypes, we only focus on the mutations present in the final genotypes; intermittent genotypes are assumed to not have a large fitness benefit and therefore can be considered similar to the wild type. After labeling

the dendrogram with the final mutations (according to the labeling in supplementary table S7), we can construct a hypothesis for the occurrence of the final genotypes.

**Table S3: Genotype labels**

| Mutation                | Label |
|-------------------------|-------|
| <i>fabF</i> 1           | A     |
| <i>marC</i> 3           | B     |
| <i>iscR</i>             | C     |
| <i>trkH</i>             | D     |
| <i>P<sub>yghB</sub></i> | E     |
| <i>rob</i> 2            | F     |
| <i>rob</i> 3            | G     |
| <i>frmR</i> 1           | H     |
| <i>frmR</i> 2           | I     |

If we root the dendrogram in supplementary figure S3B in the wild-type WT we can derive a hypothetical occurrence of genotypes presented in supplementary figure S4. Here the wild-type WT can mutate to genotype A or E. A consequently mutates to AB and can mutate to ABC and ABE. ABC then mutates to ABCD. ABE can mutate to final genotypes ABEG and ABEF which can further mutate to ABEGH and ABEFI.

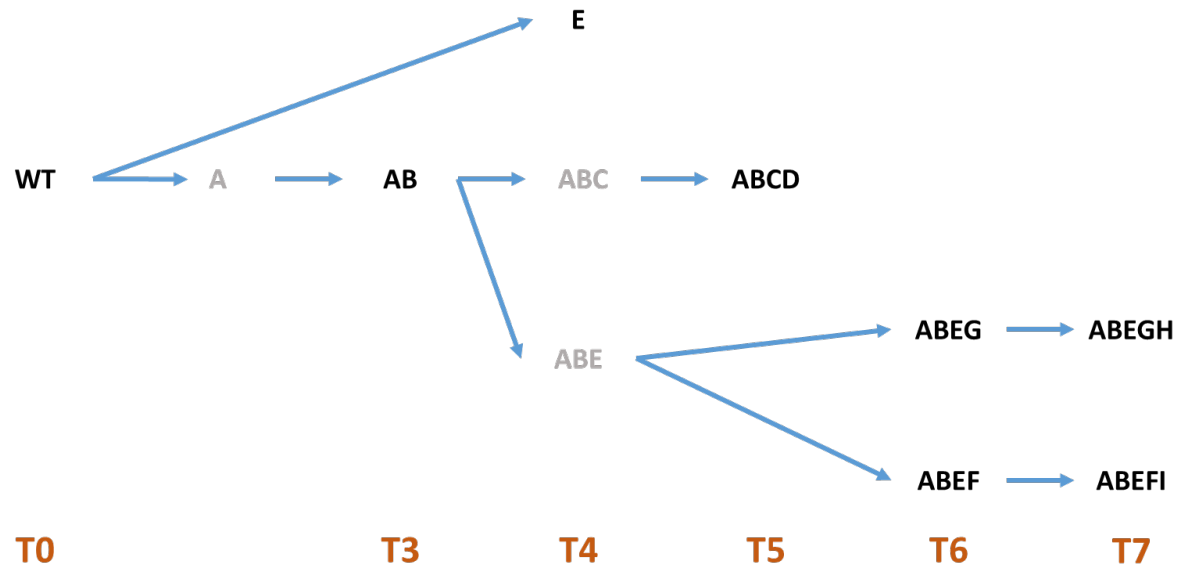

**Figure S4: Proposed model for the evolution of cultures.**

*Black labels indicate observed genotypes, gray labels are proposed intermediate genotypes.*

With this hypothesis, we implemented a simple model in MATLAB R2019a based on a more comprehensive model by LaCroix et. al. [2]. The model simulates proportions of genotypes in cultures during an experimental evolution experiment. It is based on the following assumptions:

1. Similar beneficial mutations occur during an ALE experiment [2–4]
  - This is reasonable since we observe exactly the same mutations that have been described in the literature previously (fabF).
2. Evolutionary bottleneck during passaging can be neglected [2]
3. Beneficial mutations occur per cultivation.
  - This is reasonable given literature values of beneficial mutations rates.
- [2]
4. Number of cumulated generations per cultivation is constant.

- Given the increased stress level during our actual experiment, this is also a reasonable assumption.
5. No back-mutation
    - This means that all mutated strains need to outcompete each other to prevail.
  6. Genotypes not listed in supplementary table 1 do not have a significant fitness advantage.

The implementation of this model is depicted in supplementary figure S5.

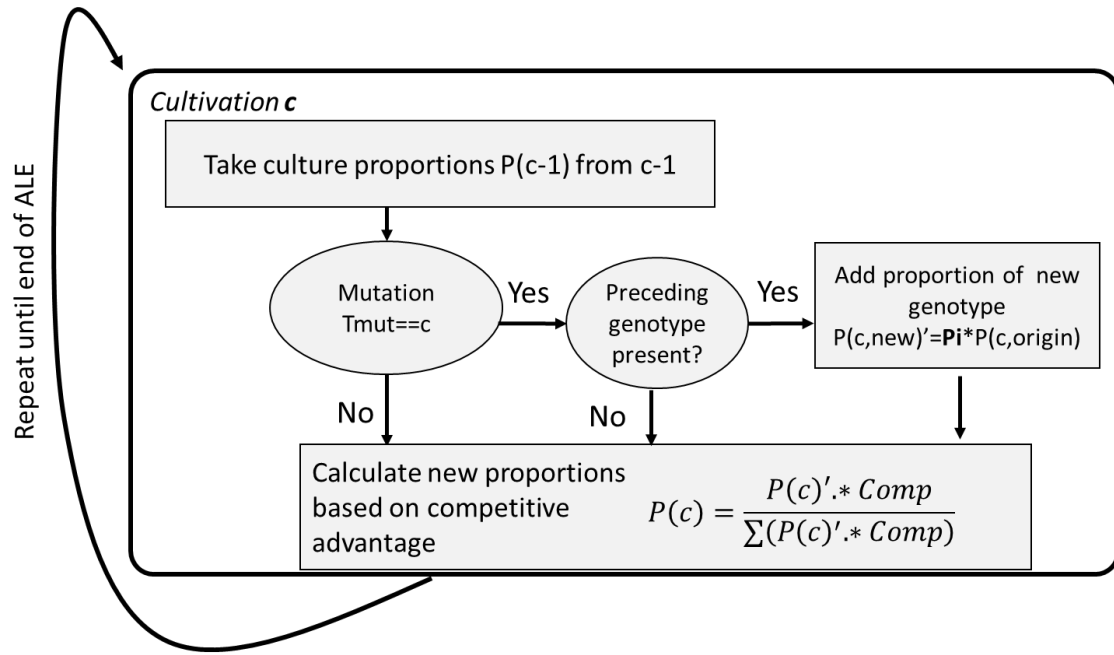

| Proportions Matrix <b>P</b> |     |      |    |      |     |
|-----------------------------|-----|------|----|------|-----|
| Cultivation                 | WT  | A    | AB | E    | ... |
| 1                           | 1   | 0    | 0  | 0    |     |
| 2                           | 0.9 | 0.1  | 0  | 0    |     |
| 3                           | 0.8 | 0.15 | 0  | 0.05 |     |
| ...                         |     |      |    |      |     |

| Competitive Advantage Vector <b>Comp</b> |                  |                   |     |
|------------------------------------------|------------------|-------------------|-----|
| WT                                       | A                | AB                | ... |
| 1                                        | $e^{nfA \ln(2)}$ | $e^{nfAB \ln(2)}$ | ... |

| Mutation Vector <b>Mut</b> |                 |                  |
|----------------------------|-----------------|------------------|
| Tmut                       | Origin Genotype | Mutated Genotype |
| m                          | WT              | A                |
| n                          | A               | AB               |
| o                          | WT              | E                |
| ...                        |                 |                  |

**Figure S5: Schematic presentation of implementation of ALE Model**

The model should explain all observations, i.e. all isolated genotypes in all biological replicate evolutions. To this end three parameter sets need to be adapted, the competitive fitness advantage **Comp** of the genotypes, the time-point of occurrence of a mutation in a culture **Tmut** and the initial proportion of the new genotype **Pi**. The initial proportion **Pi** correlates with the beneficial mutation rate. The competitive advantage **Comp** is derived from the proportional increase of a mutant genotype with increased fitness  $\mu = \mu_{WT} (1 + f)$  compared to wild-type (during exponential growth):

$$Comp = \frac{e^{t * \mu_{WT} * (1+f)}}{e^{t * \mu_{WT}}} = e^{t * \mu_{WT} * f} = e^{n_{gen\ in\ cult} * \ln(2) * f}$$

The initial proportion **Pi** and the competitive fitness of a genotype **Comp** are global parameters and are valid for all three replicates.

We assume that the likelihood  $L$  of isolating a genotype is proportional to the proportion of a genotype at that time-point in the experiment in the culture:

$$L(\text{isolated genotype}) \propto \text{proportion}(\text{observed genotype in culture})$$

This would be the case if cultures were isolated on a medium without selected pressure at random. This gives us a lower limit of the true likelihood since in the experimental conditions there was an additional selection step during the isolation. The true likelihood of the observation is therefore higher. Derived from the likelihood of observing an isolated genotype we can directly derive the maximum likelihood estimator (MLE):

$$MLE \propto \underset{p}{\operatorname{argmax}} \prod_i^{N_{\text{Replicate}}} \prod_j^{M_{\text{time-point}}} \text{proportion}(\text{observed genotype}_{i,j})$$

Maximum-likelihood estimates were obtained by using the MATLAB function *fminsearch* (minimizing the negative log-likelihood) with 100 different random initial parameters. The results of the simulation are shown in supplementary figure S6.

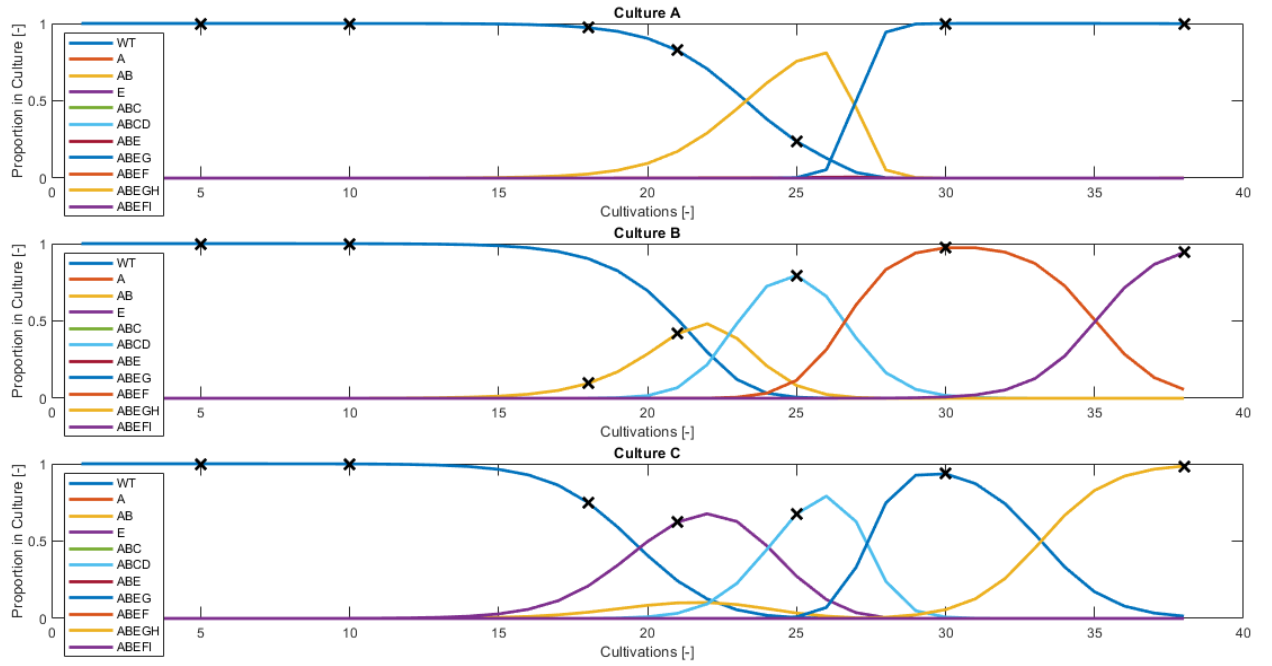

**Figure S6: Simulation of evolution three adaptive evolution experiments from ALE**

**model.** *X* indicates proportion of observed genotype. The mean number of generations in each cultivation is  $n_{gen\ in\ cult} = 6$ .

The proposed model can describe the occurrence of the isolated genotypes. In this simulation the isolated genotypes are the genotypes with the highest proportion. At two time-points in culture B the wild-type has a higher proportion than the isolated genotype AB, however, this can readily be explained by the additional selection step in the isolation procedure. In those cases, the genotype AB outcompetes the wild-type during the selection procedure. The good fit of the model to the experimental data shows that no other mechanism than adaptive evolution is necessary to fully explain the experimental results.

Due to the non-linear high dimensional nature of the problem, the model might fit the data well without having well-defined parameters (non-identifiability). To exclude this effect, we conducted a sensitivity analysis where we randomly varied the starting

values of the adaptation algorithm with 20 % normally distributed standard deviation. As shown in supplementary figure S7 and S8 the algorithm always yields narrow distributions of the adapted parameter values. The adapted parameter values do not exhibit any significant tailing. Also, we find that more complex genotypes (that correspond to the final phenotypes) have a higher competitive fitness value (supplementary figure S7).

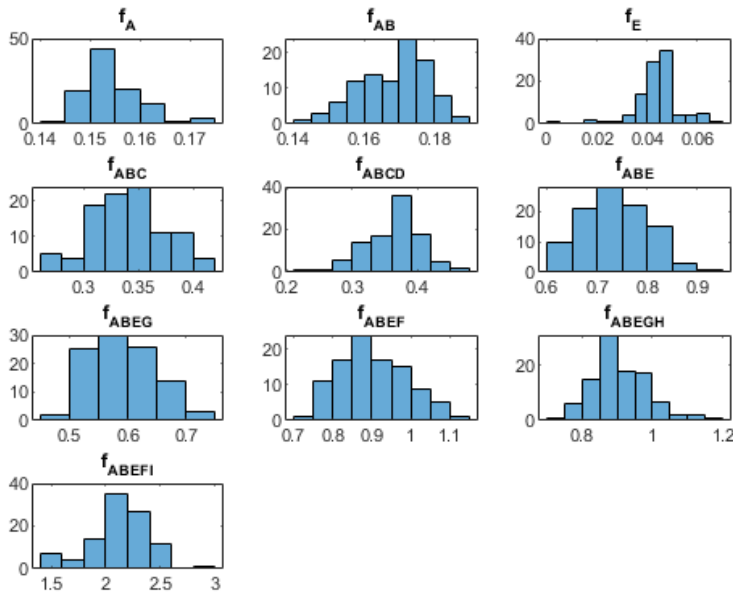

**Figure S7: Sensitivity analysis of the adapted fitness parameters for the ALE model.**

*Histogram of optimal parameters identified by 100 parameter adaptation runs from random initial conditions.*

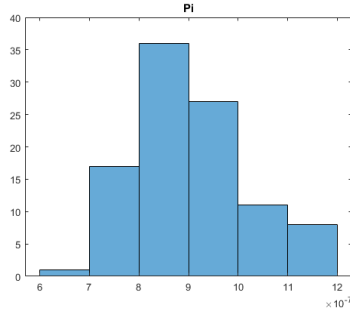

**Figure S8: Sensitivity analysis of the adapted initial proportion parameter Pi for the ALE model.** *Histogram of optimal parameter identified by 100 parameter adaptation runs from random initial conditions.*

This identifiable and descriptive model was the basis for further analysis of the evolution data. We wanted to systematically investigate the effect of adding the occurrence of a contamination event. To this end, the model was executed until the time-point after which the contamination event should occur. To simulate the contamination the mutant composition of the contaminating culture was added to the mutant composition of the contaminated cultures. Finally, the maximum likelihood estimate for each model was determined. This value was used to calculate a likelihood ratio given by  $LR = \frac{MaximumLikelihood(No\ Contamination)}{MaximumLikelihood(Contamination)}$ .

The results of this analysis for a scenario of 5% contamination are shown in Table S8 (additional values are given in Table S9). For some contamination models, there is indeed a likelihood ratio below 1, indicating a higher likelihood of a model with contamination compared to a model without contamination. The lowest likelihood-ratio is observed for a scenario in which Culture C contaminates Culture A and B after T5. However, the results of a likelihood ratio test with a Chi-squared distribution (Wilk's Theorem) show that none of the contamination models are significantly different from

the model without contamination. We conclude that, on the basis of the given data no distinction between the model with or without contamination can be made.

**Table S4: Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination.** *Lower values indicate higher likelihood of contamination model. P-values are calculated based on a  $\chi^2$  distribution with  $n-p=10$  degrees of freedom and given in brackets. Time-points indicate the sampling time-point after which the contamination occurs. Culture refers to the culture from which the contamination originates. Proportion of contamination 0.05.*

|    | Culture A       | Culture B       | Culture C       |
|----|-----------------|-----------------|-----------------|
| T1 | 1.046<br>(1.00) | 0.286<br>(0.99) | 0.343<br>(1.00) |
| T2 | 1.050<br>(1.00) | 0.284<br>(0.99) | 2.119<br>(1.00) |
| T3 | 1.020<br>(1.00) | 0.243<br>(0.99) | 0.442<br>(1.00) |
| T4 | 0.988<br>(1.00) | 0.199<br>(0.98) | 0.077<br>(0.88) |
| T5 | 1.001<br>(1.00) | 1.004<br>(1.00) | 0.040<br>(0.78) |
| T6 | 1.006<br>(1.00) | 0.986<br>(1.00) | 0.960<br>(1.00) |

**Table S5: Likelihood ratio of maximal likelihood estimates of models with contamination compared to reference model without contamination different contamination proportions.** *Lower values indicate higher likelihood of contamination model. P-values are calculated based on a Chi<sup>2</sup> distribution with n-p=10 degrees of freedom and given in brackets. Time-points indicate the sampling time-point after which the contamination occurs. Culture refers to the culture from which the contamination originates.*

|                                    | Culture A       | Culture B       | Culture C       |
|------------------------------------|-----------------|-----------------|-----------------|
| Proportion of Contamination = 0.10 |                 |                 |                 |
| T1                                 | 1.109<br>(1.00) | 0.463<br>(1.00) | 0.666<br>(1.00) |
| T2                                 | 1.070<br>(1.00) | 0.465<br>(1.00) | 0.993<br>(1.00) |
| T3                                 | 1.061<br>(1.00) | 0.360<br>(1.00) | 0.736<br>(1.00) |
| T4                                 | 1.005<br>(1.00) | 0.126<br>(0.94) | 0.422<br>(1.00) |
| T5                                 | 0.999<br>(1.00) | 1.016<br>(1.00) | 0.036<br>(0.76) |
| T6                                 | 1.052<br>(1.00) | 0.502<br>(1.00) | 0.952<br>(1.00) |
| Proportion of Contamination = 0.25 |                 |                 |                 |
| T1                                 | 1.295<br>(1.00) | 1.043<br>(1.00) | 2.521<br>(1.00) |
| T2                                 | 1.289<br>(1.00) | 1.038<br>(1.00) | 1.269<br>(1.00) |
| T3                                 | 1.184<br>(1.00) | 2.042<br>(1.00) | 1.932<br>(1.00) |
| T4                                 | 1.012<br>(1.00) | 1.117<br>(1.00) | 1.106<br>(1.00) |
| T5                                 | 1.013<br>(1.00) | 1.034<br>(1.00) | 0.036<br>(0.76) |
| T6                                 | 0.950<br>(1.00) | 0.498<br>(1.00) | 1.012<br>(1.00) |
| Proportion of Contamination = 0.50 |                 |                 |                 |
| T1                                 | 1.807<br>(1.00) | 2.121<br>(1.00) | 2.917<br>(1.00) |
| T2                                 | 1.828<br>(1.00) | 2.650<br>(1.00) | 7.887<br>(1.00) |

|                                       |                  |                  |                  |
|---------------------------------------|------------------|------------------|------------------|
| T3                                    | 1.601<br>(1.00)  | 2.385<br>(1.00)  | 6.399<br>(1.00)  |
| T4                                    | 1.029<br>(1.00)  | 2.137<br>(1.00)  | 2.910<br>(1.00)  |
| T5                                    | 1.020<br>(1.00)  | 0.990<br>(1.00)  | 0.036<br>(0.76)  |
| T6                                    | 1.023<br>(1.00)  | 0.989<br>(1.00)  | 0.994<br>(1.00)  |
| Proportion of Contamination =<br>0.75 |                  |                  |                  |
| T1                                    | 2.861<br>(1.00)  | 4.273<br>(1.00)  | 16.315<br>(1.00) |
| T2                                    | 2.966<br>(1.00)  | 4.170<br>(1.00)  | 15.805<br>(1.00) |
| T3                                    | 2.393<br>(1.00)  | 5.567<br>(1.00)  | 12.215<br>(1.00) |
| T4                                    | 1.124<br>(1.00)  | 4.594<br>(1.00)  | 1.630<br>(1.00)  |
| T5                                    | 1.046<br>(1.00)  | 1.032<br>(1.00)  | 0.041<br>(0.78)  |
| T6                                    | 0.544<br>(1.00)  | 0.994<br>(1.00)  | 1.065<br>(1.00)  |
| Proportion of Contamination =<br>0.90 |                  |                  |                  |
| T1                                    | 4.727<br>(1.00)  | 5.491<br>(1.00)  | 22.595<br>(1.00) |
| T2                                    | 4.114<br>(1.00)  | 5.471<br>(1.00)  | 22.218<br>(1.00) |
| T3                                    | 5.378<br>(1.00)  | 14.965<br>(1.00) | 13.616<br>(1.00) |
| T4                                    | 1.255<br>(1.00)  | 1.484<br>(1.00)  | 11.785<br>(1.00) |
| T5                                    | 1.001<br>(1.00)  | 1.097<br>(1.00)  | 0.056<br>(0.83)  |
| T6                                    | 1.061<br>(1.00)  | 0.981<br>(1.00)  | 0.614<br>(1.00)  |
| Proportion of Contamination =<br>0.95 |                  |                  |                  |
| T1                                    | 4.589<br>(1.00)  | 5.641<br>(1.00)  | 24.306<br>(1.00) |
| T2                                    | 5.222<br>(1.00)  | 6.014<br>(1.00)  | 26.968<br>(1.00) |
| T3                                    | 11.049<br>(1.00) | 27.247<br>(1.00) | 13.557<br>(1.00) |
| T4                                    | 1.456<br>(1.00)  | 9.163<br>(1.00)  | 15.026<br>(1.00) |
| T5                                    | 0.987<br>(1.00)  | 1.351<br>(1.00)  | 0.041<br>(0.78)  |
| T6                                    | 1.098<br>(1.00)  | 1.023<br>(1.00)  | 1.098<br>(1.00)  |

**Table S6: GO IDs (by protein) of target mutations**

|            |                                                                                              |   |   |
|------------|----------------------------------------------------------------------------------------------|---|---|
| GO:0006071 | glycerol metabolic process                                                                   | 6 | 1 |
| GO:0006811 | ion transport                                                                                | 6 | 1 |
| GO:0006812 | cation transport                                                                             | 6 | 1 |
| GO:0006813 | potassium ion transport                                                                      | 6 | 1 |
| GO:0007165 | signal transduction                                                                          | 6 | 1 |
| GO:0007584 | response to nutrient                                                                         | 6 | 1 |
| GO:0008143 | poly(A) binding                                                                              | 6 | 1 |
| GO:0008152 | metabolic process                                                                            | 6 | 1 |
| GO:0008186 | RNA-dependent ATPase activity                                                                | 6 | 1 |
| GO:0008324 | cation transmembrane transporter activity                                                    | 6 | 1 |
| GO:0008374 | O-acyltransferase activity                                                                   | 6 | 1 |
| GO:0008643 | carbohydrate transport                                                                       | 6 | 1 |
| GO:0015379 | potassium:chloride symporter activity                                                        | 6 | 1 |
| GO:0015577 | galactitol transmembrane transporter activity                                                | 6 | 1 |
| GO:0016024 | CDP-diacylglycerol biosynthetic process                                                      | 6 | 1 |
| GO:0016301 | kinase activity                                                                              | 6 | 1 |
| GO:0016772 | transferase activity, transferring phosphorus-containing groups                              | 6 | 1 |
| GO:0016787 | hydrolase activity                                                                           | 6 | 1 |
| GO:0016887 | ATPase activity                                                                              | 6 | 1 |
| GO:0018106 | peptidyl-histidine phosphorylation                                                           | 6 | 1 |
| GO:0019402 | galactitol metabolic process                                                                 | 6 | 1 |
| GO:0019899 | enzyme binding                                                                               | 6 | 1 |
| GO:0022857 | transmembrane transporter activity                                                           | 6 | 1 |
| GO:0030955 | potassium ion binding                                                                        | 6 | 1 |
| GO:0033592 | RNA strand annealing activity                                                                | 6 | 1 |
| GO:0034219 | carbohydrate transmembrane transport                                                         | 6 | 1 |
| GO:0042254 | ribosome biogenesis                                                                          | 6 | 1 |
| GO:0043093 | FtsZ-dependent cytokinesis                                                                   | 6 | 1 |
| GO:0044255 | cellular lipid metabolic process                                                             | 6 | 1 |
| GO:0046912 | transferase activity, transferring acyl groups, acyl groups converted into alkyl on transfer | 6 | 1 |
| GO:0051252 | regulation of RNA metabolic process                                                          | 6 | 1 |
| GO:0051536 | iron-sulfur cluster binding                                                                  | 6 | 1 |
| GO:0051537 | 2 iron, 2 sulfur cluster binding                                                             | 6 | 1 |
| GO:0060698 | endoribonuclease inhibitor activity                                                          | 6 | 1 |
| GO:0060699 | regulation of endoribonuclease activity                                                      | 6 | 1 |
| GO:0060702 | negative regulation of endoribonuclease activity                                             | 6 | 1 |
| GO:0090584 | protein-phosphocysteine-galactitol-phosphotransferase system transporter activity            | 6 | 1 |
| GO:0102420 | sn-1-glycerol-3-phosphate C16:0-DCA-CoA acyl transferase activity                            | 6 | 1 |
| GO:1902369 | negative regulation of RNA catabolic process                                                 | 6 | 1 |

**Table S7: GO IDs (by protein) of top 20 highly differentially expressed genes in adapted strains**

| Code       | Name                                                                    | Percentage | Count |
|------------|-------------------------------------------------------------------------|------------|-------|
| GO:0016020 | membrane                                                                | 61.54      | 8     |
| GO:0016021 | integral component of membrane                                          | 53.85      | 7     |
| GO:0005886 | plasma membrane                                                         | 38.46      | 5     |
| GO:0005515 | protein binding                                                         | 30.77      | 4     |
| GO:0005887 | integral component of plasma membrane                                   | 30.77      | 4     |
| GO:0005524 | ATP binding                                                             | 23.08      | 3     |
| GO:0000166 | nucleotide binding                                                      | 23.08      | 3     |
| GO:0000287 | magnesium ion binding                                                   | 23.08      | 3     |
| GO:0016740 | transferase activity                                                    | 23.08      | 3     |
| GO:0009279 | cell outer membrane                                                     | 15.38      | 2     |
| GO:0042802 | identical protein binding                                               | 15.38      | 2     |
| GO:0008652 | cellular amino acid biosynthetic process                                | 15.38      | 2     |
| GO:0009082 | branched-chain amino acid biosynthetic process                          | 15.38      | 2     |
| GO:0009097 | isoleucine biosynthetic process                                         | 15.38      | 2     |
| GO:0009099 | valine biosynthetic process                                             | 15.38      | 2     |
| GO:0009234 | menaquinone biosynthetic process                                        | 7.69       | 1     |
| GO:0008771 | [citrate (pro-3S)-lyase] ligase activity                                | 7.69       | 1     |
| GO:0015288 | porin activity                                                          | 7.69       | 1     |
| GO:0034220 | ion transmembrane transport                                             | 7.69       | 1     |
| GO:0005737 | cytoplasm                                                               | 7.69       | 1     |
| GO:0009376 | HslUV protease complex                                                  | 7.69       | 1     |
| GO:0016887 | ATPase activity                                                         | 7.69       | 1     |
| GO:0034639 | L-amino acid efflux transmembrane transporter activity                  | 7.69       | 1     |
| GO:0046428 | 1,4-dihydroxy-2-naphthoate octaprenyltransferase activity               | 7.69       | 1     |
| GO:1902475 | L-alpha-amino acid transmembrane transport                              | 7.69       | 1     |
| GO:0003984 | acetolactate synthase activity                                          | 7.69       | 1     |
| GO:0004659 | prenyltransferase activity                                              | 7.69       | 1     |
| GO:0005216 | ion channel activity                                                    | 7.69       | 1     |
| GO:0005576 | extracellular region                                                    | 7.69       | 1     |
| GO:0005829 | cytosol                                                                 | 7.69       | 1     |
| GO:0006464 | cellular protein modification process                                   | 7.69       | 1     |
| GO:0008887 | glycerate kinase activity                                               | 7.69       | 1     |
| GO:0042597 | periplasmic space                                                       | 7.69       | 1     |
| GO:0043335 | protein unfolding                                                       | 7.69       | 1     |
| GO:0046296 | glycolate catabolic process                                             | 7.69       | 1     |
| GO:0046930 | pore complex                                                            | 7.69       | 1     |
| GO:0070207 | protein homotrimerization                                               | 7.69       | 1     |
| GO:1902201 | negative regulation of bacterial-type flagellum-dependent cell motility | 7.69       | 1     |
| GO:0001530 | lipopolysaccharide binding                                              | 7.69       | 1     |
| GO:0003824 | catalytic activity                                                      | 7.69       | 1     |
| GO:0004176 | ATP-dependent peptidase activity                                        | 7.69       | 1     |
| GO:0006508 | proteolysis                                                             | 7.69       | 1     |
| GO:0006811 | ion transport                                                           | 7.69       | 1     |
| GO:0006855 | drug transmembrane transport                                            | 7.69       | 1     |
| GO:0006865 | amino acid transport                                                    | 7.69       | 1     |
| GO:0008080 | N-acetyltransferase activity                                            | 7.69       | 1     |
| GO:0008219 | cell death                                                              | 7.69       | 1     |

|            |                                                                                |      |   |
|------------|--------------------------------------------------------------------------------|------|---|
| GO:0008289 | lipid binding                                                                  | 7.69 | 1 |
| GO:0009058 | biosynthetic process                                                           | 7.69 | 1 |
| GO:0009408 | response to heat                                                               | 7.69 | 1 |
| GO:0009436 | glyoxylate catabolic process                                                   | 7.69 | 1 |
| GO:0009986 | cell surface                                                                   | 7.69 | 1 |
| GO:0010676 | positive regulation of cellular carbohydrate metabolic process                 | 7.69 | 1 |
| GO:0015075 | ion transmembrane transporter activity                                         | 7.69 | 1 |
| GO:0015299 | solute:proton antiporter activity                                              | 7.69 | 1 |
| GO:0015489 | putrescine transmembrane transporter activity                                  | 7.69 | 1 |
| GO:0015808 | L-alanine transport                                                            | 7.69 | 1 |
| GO:0015847 | putrescine transport                                                           | 7.69 | 1 |
| GO:0016301 | kinase activity                                                                | 7.69 | 1 |
| GO:0016310 | phosphorylation                                                                | 7.69 | 1 |
| GO:0016765 | transferase activity, transferring alkyl or aryl (other than methyl) groups    | 7.69 | 1 |
| GO:0016874 | ligase activity                                                                | 7.69 | 1 |
| GO:0019904 | protein domain specific binding                                                | 7.69 | 1 |
| GO:0030976 | thiamine pyrophosphate binding                                                 | 7.69 | 1 |
| GO:0031388 | organic acid phosphorylation                                                   | 7.69 | 1 |
| GO:0032194 | ubiquinone biosynthetic process via 3,4-dihydroxy-5-polyprenylbenzoate         | 7.69 | 1 |
| GO:0032973 | amino acid export across plasma membrane                                       | 7.69 | 1 |
| GO:0034214 | protein hexamerization                                                         | 7.69 | 1 |
| GO:0034702 | ion channel complex                                                            | 7.69 | 1 |
| GO:0035442 | dipeptide transmembrane transport                                              | 7.69 | 1 |
| GO:0042371 | vitamin K biosynthetic process                                                 | 7.69 | 1 |
| GO:0042908 | xenobiotic transport                                                           | 7.69 | 1 |
| GO:0042910 | xenobiotic transmembrane transporter activity                                  | 7.69 | 1 |
| GO:0042912 | colicin transmembrane transporter activity                                     | 7.69 | 1 |
| GO:0043190 | ATP-binding cassette (ABC) transporter complex                                 | 7.69 | 1 |
| GO:0043213 | bacteriocin transport                                                          | 7.69 | 1 |
| GO:0043798 | glycerate 2-kinase activity                                                    | 7.69 | 1 |
| GO:0047485 | protein N-terminus binding                                                     | 7.69 | 1 |
| GO:0055085 | transmembrane transport                                                        | 7.69 | 1 |
| GO:0070011 | peptidase activity, acting on L-amino acid peptides                            | 7.69 | 1 |
| GO:0071916 | dipeptide transmembrane transporter activity                                   | 7.69 | 1 |
| GO:0097718 | disordered domain specific binding                                             | 7.69 | 1 |
| GO:1900191 | negative regulation of single-species biofilm formation                        | 7.69 | 1 |
| GO:1900232 | negative regulation of single-species biofilm formation on inanimate substrate | 7.69 | 1 |
| GO:1902600 | proton transmembrane transport                                                 | 7.69 | 1 |

**Table S8: Plasmids**

| Plasmid            | Genotype                                                                            | Reference  |
|--------------------|-------------------------------------------------------------------------------------|------------|
| pAH030<br>(SOMA81) | <i>P<sub>trc10</sub> ori(pUC) cm<sup>R</sup> amp<sup>R</sup> lacI</i>               | [1]        |
| pHB01              | <i>P<sub>trc10</sub> yghB ori(pUC) cm<sup>R</sup> amp<sup>R</sup> lacI</i>          | This study |
| pHB02              | <i>P<sub>trc10</sub> robH48-fs ori(pUC) cm<sup>R</sup> amp<sup>R</sup> lacI</i>     | This study |
| pHB03              | <i>P<sub>trc10</sub> marC M35-stop ori(pUC) cm<sup>R</sup> amp<sup>R</sup> lacI</i> | This study |

**Table S9: Primers**

| Primer No | Name          | Sequence                                               |
|-----------|---------------|--------------------------------------------------------|
| 1         | yghB expr fwd | GGATAACAATTTACACATACTAGT CGCTGTTCCACAGGAAAGTCC         |
| 2         | yghB expr rev | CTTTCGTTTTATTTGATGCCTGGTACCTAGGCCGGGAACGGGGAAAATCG     |
| 3         | rob del fwd   | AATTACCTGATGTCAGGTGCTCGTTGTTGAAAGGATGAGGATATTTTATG     |
| 4         | rob del rev   | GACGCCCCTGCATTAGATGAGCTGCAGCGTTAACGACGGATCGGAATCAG     |
| 5         | marC del fwd  | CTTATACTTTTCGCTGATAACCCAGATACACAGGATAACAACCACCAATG     |
| 6         | marC del rev  | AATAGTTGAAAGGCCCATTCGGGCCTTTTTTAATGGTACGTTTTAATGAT     |
| 7         | yghB del fwd  | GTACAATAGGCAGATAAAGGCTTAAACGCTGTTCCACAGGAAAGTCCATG     |
| 8         | yghB del rev  | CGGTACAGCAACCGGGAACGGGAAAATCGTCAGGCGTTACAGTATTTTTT     |
| 13        | rob H48 fwd   | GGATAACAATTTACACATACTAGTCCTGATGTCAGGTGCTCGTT           |
| 14        | rob H48 rev   | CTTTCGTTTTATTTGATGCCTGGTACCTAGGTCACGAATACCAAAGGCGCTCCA |
| 15        | marC M35 fwd  | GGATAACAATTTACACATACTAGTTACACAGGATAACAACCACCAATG       |
| 16        | marC M35 rev  | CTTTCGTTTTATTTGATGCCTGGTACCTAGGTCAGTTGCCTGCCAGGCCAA    |

## Supplementary References

1. Hoschek A, Bühler B, Schmid A. Overcoming the Gas-Liquid Mass Transfer of Oxygen by Coupling Photosynthetic Water Oxidation with Biocatalytic Oxyfunctionalization. *Angew. Chemie Int. Ed.* 2017;56:15146–9.
2. LaCroix RA, Palsson BO, Feist AM. A Model for Designing Adaptive Laboratory Evolution Experiments. Kivisaar M, editor. *Appl. Environ. Microbiol.* 2017;83:e03115-16.
3. Perfeito L, Fernandes L, Mota C, Gordo I. Adaptive mutations in bacteria: High rate and small effects. *Science* (80-. ). American Association for the Advancement of Science; 2007;317:813–5.
4. LaCroix RA, Sandberg TE, O'Brien EJ, Utrilla J, Ebrahim A, Guzman GI, et al. Use of adaptive laboratory evolution to discover key mutations enabling rapid growth of *Escherichia coli* K-12 MG1655 on glucose minimal medium. *Appl. Environ. Microbiol.* American Society for Microbiology; 2015;81:17–30.

How the deposited data were processed for this re-analysis (not part of the article)

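RNA was sequenced from 12 libraries, 3 biological replicates each of the parental strain MG1655 (WT) and of the isolates T7A, T7B and T7C, grown with 50 mM isoprenol and harvested at an OD of 1.0. The samples were grouped by strain as their labels give it, and the replicate numbers are also those of the labels. According to the methods, the authors removed adapters and rRNA reads from single-end reads, aligned them with STAR (the methods also refer to TopHat-aligned reads), filtered out rRNA and tRNA reads and counted the rest with htseq-count. The authors deposited 3 tables, each of an isolate and WT, with 3865 transcript rows. The authors' read counts are whole numbers that were not normalized, and replicates were not pooled. The authors' log2 fold changes from edgeR, DESeq and cuffdiff are deposited as the ratio of WT to the isolate, so their sign was turned before use to match Table 2. The authors' deposited p-values are given for each of these tools without adjustment and after Benjamini-Hochberg adjustment. The deposited DESeq columns have empty cells, 143 log2 fold changes and 436 adjusted p-values in T7A, 146 and 585 in T7B, and 144 and 205 in T7C, and a transcript without an adjusted p was taken as not past the threshold. The deposited cuffdiff columns hold 17, 14 and 21 infinite log2 fold changes, some of which a spreadsheet error had replaced. The 12 columns of group means were not used. Of 4521 gene names in the rows, 4464 were matched to the annotation of the MG1655 chromosome. The rows that merge overlapping genes number 483, and 248 rows share their coordinates with another row.

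The test planned before the data were examined was the quasi-likelihood test of edgeR on the counts, but edgeR was not run here. The deposited tables separate their columns by semicolons, which an automatic check of the column units did not split, and after it had reported the column names as missing, every unit was entered in the record of the columns as other, with the true unit beside it. That entry passes over the automatic check. It also excludes tools reserved for columns entered as counts. The values were checked instead by a test of each column's range and kind, in which the counts were whole numbers from 0 upward and every p-value lay between 0 and 1. Each isolate was therefore compared with WT on its own 3 libraries and the 3 WT libraries with limma (version 3.58.1 in R 4.3.3) after voom transformation of the counts with an offset of 0.5 reads. Library sizes were scaled by the TMM method, written anew with 30% of the M values and 5% of the A values trimmed at each end. A transcript was tested when at least 3 of the 6 libraries reached the CPM (reads scaled to a common library total) that corresponds to 10 reads in the median library and when it had at least 15 reads in all. The p-values were adjusted by the Benjamini-Hochberg method over all tested transcripts, and a transcript with an adjusted p under 0.05 was taken as changed. The isolates were compared with each other in the same way. Tables were made with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

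The steps were tested on simulated data of 3637 transcripts with a dispersion of 0.05, of which 200 had been changed 4-fold. All of the changed transcripts (100%) were recovered, 3.8% of the transcripts called were unchanged ones, and with none changed 4.7% of transcripts had an unadjusted p under 0.05 and 0 were called. The changed transcripts were drawn from the better-expressed ones, and the same dispersion was used for all. Smaller changes and a wider spread among replicates were not simulated, so these rates may not hold for the real libraries. Between 7439565 and 32243434 reads were counted per library (median 15681200.5). Where every library of an isolate had at most 3 reads, the fold change was computed against a floor of 3 reads and is a bound. The genes named were fixed by a rule before the data were examined. They are the genes that the paper names for the RNA-Seq experiment, the genes mutated in a T7 isolate, the neighbours of Table 2 genes in the same operon or row, and the 5 highest and 5 lowest mean deposited edgeR log2 fold changes of the authors among transcripts past the threshold in all 3 isolates and outside Table 2. Genes outside this rule are marked where they are named.

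Alternatives set before the data were examined were the authors' deposited DESeq and cuffdiff values, calls shared by the 3 deposited tools, an adjusted p under 0.01, an unadjusted p under 0.05, an absolute log2 fold change of at least 1, the upper 75% of transcripts by mean expression, median-centred log2 fold changes, the replicate number as a block, other rankings for Table 2, unmatched random lists, and fits without each library in turn (for Table 2, added after seeing the data). DESeq2, also planned, was not run for the reason given above. Chosen after seeing the data were the authors' deposited edgeR values, size factors by the median of ratios, no filter on low counts, and limma-trend in place of voom. Sequence changes, growth, and other experiments of the paper are not analysed here.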

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

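Every test in this part was chosen after the pattern it tests had been seen.

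By the number of transcripts past the threshold, T7C differed from the other isolates more than these differed from each other. Such numbers also depend on the spread among the replicates of a strain, which was not tested as a cause. Leaving out 1 library, for instance, moved the number for T7B against WT from 394 to between 141 and 823. Tested directly, 366 transcripts differed between T7C and T7A and 463 between T7C and T7B, against 4 between T7B and T7A. Thinning every library to the smallest total of 7439565 reads left 352 for T7C and T7A and 424 for T7C and T7B, so library size does not account for the difference. For T7C and T7A, size factors by the median of ratios gave 350 and leaving out the 10 transcripts with most reads gave 357. The log2 fold change between them had a Spearman rho of -0.0031 with transcript length. In each of the 3 comparisons between isolates, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real split, gave as many transcripts. With 4 splits the share cannot fall under 0.05 whatever the counts, so this share decides nothing. The other 6 splits part 1 pair each. Over all 10 splits, 1 gave as many for T7C and T7A, where the other 9 gave at most 9 transcripts, and 1 for T7C and T7B, where they gave at most 15, but 2 did for T7B and T7A, as a split that crosses these strains gave 79. GC content was not tested. A different *rob* mutation is no candidate explanation for the 366 transcripts, since T7A and T7C carried the same one (Fig. 2), and T7A and T7B, which carried different ones, differed in 4. Of the mutations in Fig. 2, that in *frmR* alone separates T7C from T7A, and T7B carries another *frmR* mutation. No other biological explanation was tested.

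*frmA* was higher in T7B than in T7A by 7.99 on the log2 scale and higher in T7C than in T7A by 7.59. The log2 difference of T7B and T7A was 7.995 with size factors by the median of ratios and 8.04 after thinning to the smallest total. Both left the value almost where it was, so they could not show whether scaling or library size lies behind it. The lowest T7B or T7C library had 29480 reads on *frmA* and the highest T7A library 619, a gap in the reads themselves. The *frmR* mutations of T7B and T7C, which T7A lacks, are a candidate explanation. Of the mutations in Fig. 2, that in *frmR* alone separates T7C from T7A, whereas T7B differs from T7A in *rob* as well. It remains a hypothesis, since no strain that differs in *frmR* alone by construction was sequenced.

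*cusB*, which the paper does not name, was lower than in WT in all 3 isolates (mean log2 fold change -3.36), and less so in T7C. It was higher in T7C than in T7A by 3.19 and than in T7B by 4.15. The difference of T7C and T7A was 3.20 with size factors by the median of ratios and 3.18 after thinning to the smallest total. Both left it almost where it was and could not test scaling or library size. In reads, the lowest T7C library, which is also the smallest of all 12, had 6817 on *cusB* and the highest T7A library 1947. Of its neighbours, named after their values were seen, *cusA* and *cusF* were higher in T7C than in T7A by 3.91 and 3.10, and *cusC* by 0.93 with an adjusted p of 0.28 (limma). No biological explanation was tested.

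*acrB* was lower in T7C than in the other isolates, with log2 differences of -0.79 from T7A (adjusted p = 0.013, limma) and -0.94 from T7B (adjusted p = 0.020, limma). The difference from T7A was -0.78 with size factors by the median of ratios and -0.80 after thinning to the smallest total. Both left it almost where it was, so these tests could not show whether scaling or library size lies behind it. A change of scale moves all transcripts of a library alike, but *acrA* differed by 0.16 between T7C and T7A (standard error 0.17). Of the 366 transcripts that differed, 141 were higher and 225 lower in T7C. The CPM of *acrB* was 807 ± 51.6 (SD, n = 3) in T7A and 467 ± 39.0 in T7C. The T7C libraries ran from 7439565 to 30823282 reads. These values argue against scaling and library size for *acrB*. T7A and T7C carried the same *rob* mutation and differ in *frmR* (Fig. 2). No biological explanation was tested.

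*zapB* and *hslV*, which lie on the chromosome beside the Table 2 genes *rraA* and *hslU*, were not reported in the paper. *zapB* had a log2 fold change of at most -12.19 in T7A. Together *zapB*, *rraA*, *menA* and *hslU* form a stretch of 3233 bases (4118515 to 4121747) with 7 reads in the 9 T7 libraries. At the WT rate, at least 158.5 reads would have been counted on each of them in each T7 library, so depth does not account for their lack. In 0 of 100000 random sets of 4 transcripts were all 4 neighbours, which the number of transcripts all but fixes beforehand and which adds nothing to their adjacency. A deletion shared by the 3 isolates and a loss of transcription that spares *glpF* and *hslV* could each give the 7 reads, and counts of RNA cannot tell them apart. The paper lists no deletion of this stretch for the T7 isolates. All deletions that it lists are far shorter, and whether its variant calling could find one of this length is not stated. The absence from its list therefore does not argue against a deletion.

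*hslV*, next to this stretch, was higher in all 3 isolates, with a mean log2 fold change of 1.18. A heat shock response may raise *hslV*. Of 8 other heat shock transcripts, listed before their values were seen, 1 (*grpE*) was higher in all 3 isolates and all 8 were higher in T7A. In T7C *dnaJ* and *groS* were also higher, with log2 fold changes of 1.38 and 0.88, and in T7B *grpE* alone was. Of the 8, 0 were lower in any isolate. A rise of the whole list in all 3 isolates was thus not seen. A heat shock contribution to *hslV*, as in T7A, remains open. Whether the loss of the neighbouring stretch raised *hslV* was not tested.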

How the results depend on the processing

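No test in this part was chosen to explain a change, and for each change the cause was not tested unless a value is given for it. The replicate numbers come from the labels. Same-numbered replicates of different strains had a mean correlation of -0.0501 over 18 pairs, with single pairs from -0.4850 to 0.5843. Replicates of different number had a mean of 0.0235. No pairing by number was seen on average, but these values do not exclude one in some pairs. With the replicate number as a block all the same, 270 transcripts changed in T7A, 243 in T7B and 1288 in T7C, and 103 in all 3 isolates.

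Without the block, 475 transcripts changed in T7A, 394 in T7B and 1324 in T7C, and 156 in all 3 isolates. At an adjusted p under 0.01 these numbers were 130, 126, 650 and 51. With an absolute log2 fold change of at least 1 they were 200, 221, 340 and 75. At an unadjusted p under 0.05 they were 1110, 1007, 1707 and 426. The authors' deposited cuffdiff values gave 894, 808, 1542 and 364, and their deposited DESeq values 673, 682, 1404 and 249. By the deposited cuffdiff values more transcripts were higher than lower, 576 and 318 in T7A, 497 and 311 in T7B, and 892 and 650 in T7C, whereas limma and the deposited edgeR values had more lower than higher in each isolate. The deposited edgeR values of the authors, chosen after seeing the data, gave 237 in all 3 isolates. Of the 156 transcripts, 152 were among these 237. Across the fits that each left out 1 library, the numbers ran from 150 to 636 in T7A, from 141 to 823 in T7B, from 819 to 1612 in T7C and from 59 to 210 in all 3 isolates. The numbers were within 1.5 times of those above in the upper 75% of transcripts by mean expression, for calls shared by the 3 deposited tools, and under 3 alternatives chosen after seeing the data (size factors by the median of ratios, no filter on low counts, and limma-trend).

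The number of rob regulon transcripts lower in all 3 isolates, 4, was 2 at an adjusted p under 0.01, 7 at an unadjusted p under 0.05, and from 3 to 5 across the fits that each left out 1 library. Of the genes beside *yghB*, 2 changed in all 3 isolates, but 1 by the deposited DESeq values, by calls shared by the 3 deposited tools, at an adjusted p under 0.01 and with an absolute log2 fold change of at least 1, and from 1 to 2 when 1 library was left out. The deposited DESeq values hold no adjusted p of *yqhD* for T7B. This is why *yqhD* was not called in all 3 isolates by these values or by the shared calls. The number of Table 2 lines among the highest and lowest transcripts, 12, ran from 8 to 14 over the alternatives. The 8 leaves out *menA*, *hslU* and *rraA* only because their lack of T7 reads lowers their mean expression. It also leaves out *isrC* and *cspI*, which lay below the upper 75% of transcripts by mean expression and were therefore not ranked. The number of Table 2 lines ran from 10 to 14 across the fits that each left out 1 library, which were chosen after seeing the data for this number.

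By the deposited DESeq values the mean log2 fold change was 3.66 for *yghB* and 5.27 for *frmRAB* in T7B and T7C. The deposited table holds no DESeq adjusted p for *yghB* in T7C, for *frmR* in T7B and T7C, or for *frmA* in T7C, which is why these did not pass the threshold. Across the fits that each left out 1 library, *yghB* stayed between 3.76 and 3.94 and *frmRAB* in T7B and T7C between 6.81 and 7.31. In T7A, where *frmRAB* did not differ from WT, the log2 fold change ran from -0.13 to 0.43. The mean log2 fold changes of *acrAB* and *marRABC* stayed below 0 under every alternative run. The median log2 fold change of the rob regulon was below 0 in each isolate under every alternative run. It ran from -0.63 to -0.45 in T7A, from -0.54 to -0.30 in T7B and from -0.83 to -0.63 in T7C when 1 library was left out. The Pearson r across genes of T7A and T7C fell to 0.55 by the deposited cuffdiff values and to 0.58 in the upper 75% of transcripts by mean expression, and that of T7B and T7C to 0.56 in the latter.

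Of the single genes, *sapB* had a mean log2 fold change of 0.069 by the deposited cuffdiff values, against -0.029 by limma. With 1 library left out, it ran from -0.088 to 0.052 for *sapB*, from -0.074 to 0.52 for *frmA* in T7A and from -0.041 to 0.12 for *marB* in T7B, each across 0 and none past the threshold. Among the other values of single genes, 24 no longer passed the threshold under an alternative, 8 newly passed it, and 483 did neither.

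The depth and the chosen floor limit *menA*, *hslU*, *rraA* and *zapB*, for which only a bound can be given. *ldrA* was tested in T7C alone, since its reads fell short of the filter in T7A and T7B. Depth was not shown to be the reason. Each T7C library had at least 14 reads on *ldrA*, that of 7439565 reads included. The larger T7A and T7B libraries had as few as 0. DESeq2 was planned and not run, because the columns are not entered as counts.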

Differences from the paper's values

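For *sapB*, the paper's mean decrease on the log2 scale over the 3 isolates is 15.13 and the decrease here was 0.029, from a row shared with *sapA*, *sapC* and *sapD*. None of the alternatives set before the data were examined closed the gap, nor did those chosen after seeing the values.

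The paper names 3 rob regulon transcripts as lower in all 3 isolates. Here *nfsB* was also past the threshold in all 3, with a mean log2 fold change of -0.85. It was also called in all 3 by the deposited DESeq values, the deposited cuffdiff values and calls shared by the 3 deposited tools, and by the deposited edgeR values, chosen after seeing the values. With the replicate number as a block, at an adjusted p under 0.01 and with an absolute log2 fold change of at least 1, *nfsB* was called in T7C alone. The number of these transcripts was 3, as in the paper, with the block, with that minimum of the fold change and in some fits that left out 1 library, and 6 by the deposited cuffdiff values.

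The paper states that *acrAB* was not significantly changed. *acrB* was lower in T7C, with a log2 fold change of -1.11, and was called there under each setting tried. In T7A and T7B *acrB*, and in all isolates *acrA*, did not pass the threshold, though at an unadjusted p under 0.05 both passed in T7A.

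The paper states that *marR* was slightly lower and that *marABC* did not change significantly. *marR* passed the threshold in T7A and T7B and not in T7C, where the log2 fold change was -0.49. It passed in T7C by the deposited cuffdiff values and at an unadjusted p under 0.05. With the replicate number as a block it was called in T7A alone, and at an adjusted p under 0.01 or with an absolute log2 fold change of at least 1 in no isolate. *marA* was lower in T7A and T7C, with log2 fold changes of -0.86 and -1.16, and *marC* in T7A and T7B, with log2 fold changes of -0.66 and -0.74. With the replicate number as a block, *marC* was called in no isolate and *marA* in T7C alone, and the same held at an adjusted p under 0.01 and with an absolute log2 fold change of at least 1. By each of the authors' 3 deposited tools, *marA* was called in T7A and T7C and *marC* in T7A and T7B. At an unadjusted p under 0.05 *marA* passed in all 3 isolates.

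Of the 20 lines of Table 2, 5 did not pass the threshold in all 3 isolates. These are *ldrA*, *yhaH*, *glxK*, *yodC* and *sapB*. *yhaH* was called in all 3 isolates by the deposited DESeq values, the deposited cuffdiff values, calls shared by the 3 deposited tools and an unadjusted p under 0.05, and by the deposited edgeR values, chosen after seeing the values. *glxK* and *yodC* were called in all 3 by the deposited cuffdiff values, and *ldrA* by the deposited edgeR values, chosen after seeing the values. *sapB* was called under no setting tried. Among the 10 highest and 10 lowest mean log2 fold changes of transcripts changed in all 3 isolates, those absent from Table 2 were *gcvT*, *azoR*, *yagU* and the row of *rbbA*, *yhhJ* and *yhiI* on the higher side, and *zapB*, *cusB*, *nac* and *glnK* on the lower side. Of these, the row of *rbbA*, *yhhJ* and *yhiI* was named after its values were seen.

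Of 60 asterisk positions in Table 2, 48 follow the authors' deposited adjusted p-values and 12 do not. The 12 are *alaE* and *sapB* under edgeR of the authors, *yahO*, *yhaH*, *ynfQ*, *citC*, *glgS*, *flu* and *cspI* under their DESeq, and *citC*, *menA* and *hslU* under their cuffdiff.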

Other observations

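Every test in this part was chosen after the result it tests had been seen.

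For each comparison of an isolate with WT, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real split, gave as many transcripts with an adjusted p under 0.05. With 4 splits the share cannot fall under 0.05. The other 6 splits of each comparison part 1 pair each, and over all 10 splits the real one alone gave as many in each of these 3 comparisons. Among 100 regroupings of the 12 libraries, the real one included, 2 had at least 156 transcripts changed in the same direction in 3 groups, 1 had at least 4 rob regulon transcripts lower in 3 groups, and 1 had at least 2 changed neighbours of *yghB*.

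The T7A and T7B libraries also part in a way that crosses the strains. With T7A replicate 1 and T7B replicates 1 and 2 on one side and the other 3 libraries on the other, 79 transcripts differed, against 4 between the strains. Over all 10 splits of these 6 libraries, 2 therefore gave at least as many as the real one in number. This count does not bear on which transcripts differed. The 10 transcripts with most reads took 18.2%, 17.9% and 20.6% of the reads in the first set and 26.8%, 25.1% and 27.3% in the other, so the lowest share of the second set, 25.1%, lies above the first set. A difference in the few most abundant transcripts, technical or from the cultures, could underlie the split, and these data cannot tell which. Library size does not account for it, since the first set holds a library of 32243434 reads and another of 12748080, and the totals of the sets overlap. The labels give no batch. The 4 transcripts that differed between T7B and T7A were *frmR*, *frmA*, *frmB* and *argF*. *argF*, named after its values were seen, was higher in T7B by 2.18 (adjusted p = 0.036, limma).

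Of 58 values in Table 2, 55 equal the mean of the finite values that the authors deposited for the 3 isolates, and the 3 that do not are those of *sapB*. The deposited values of *zapB* have means of -15.13 by edgeR of the authors, -7.54 by their DESeq and -13.57 by their cuffdiff, which equal the values in the *sapB* line. A candidate explanation is that this line of Table 2 holds the values of *zapB* (-15.13). The match was found by searching the same table.

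The *rob* transcript was higher in T7C than in T7B by 1.92 (adjusted p = 0.011, limma). The difference of T7B from T7A, -1.30, did not pass the threshold (adjusted p = 0.16, limma). *ompF* was lower in T7C than in T7B, with a log2 difference of -1.07 (adjusted p = 0.0091, limma).

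Outside Table 2, the highest mean log2 fold changes by the naming rule were 1.75 for *flgB*, 1.64 for *gcvT*, 1.55 for *azoR*, 1.52 for *yagU* and 1.34 for *pmrD*, of which *flgB* passed the threshold in 2 isolates and the others in all 3. The lowest besides *zapB* and *cusB* were -3.35 for *nac*, -3.15 for *glnK* and -2.65 for the row of *rutA* and *rutB*, each past the threshold in all 3 isolates.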
